# Gene Expression Analysis Reveals the Cell Cycle and Kinetochore Genes Participating in Ischemia Reperfusion Injury and Early Development in Kidney

**DOI:** 10.1371/journal.pone.0025679

**Published:** 2011-09-28

**Authors:** Tae-Min Kim, Victoria Ramírez, Jonatan Barrera-Chimal, Norma A. Bobadilla, Peter J. Park, Vishal S. Vaidya

## Abstract

**Background:**

The molecular mechanisms that mediate the ischemia-reperfusion (I/R) injury in kidney are not completely understood. It is also largely unknown whether such mechanisms overlap with those governing the early development of kidney.

**Methodology/Principal Findings:**

We performed gene expression analysis to investigate the transcriptome changes during regeneration after I/R injury in the rat (0 hr, 6 hr, 24 hr, and 120 hr after reperfusion) and early development of mouse kidney (embryonic day 16 p.c. and postnatal 1 and 7 day). Pathway analysis revealed a wide spectrum of molecular functions that may participate in the regeneration and developmental processes of kidney as well as the functional association between them. While the genes associated with cell cycle, immunity, inflammation, and apoptosis were globally activated during the regeneration after I/R injury, the genes encoding various transporters and metabolic enzymes were down-regulated. We also observed that these injury-associated molecular functions largely overlap with those of early kidney development. In particular, the up-regulation of kinases and kinesins with roles in cell division was common during regeneration and early developmental kidney as validated by real-time PCR and immunohistochemistry.

**Conclusions:**

In addition to the candidate genes whose up-regulation constitutes an overlapping expression signature between kidney regeneration and development, this study lays a foundation for studying the functional relationship between two biological processes.

## Introduction

Acute kidney injury represents a common clinical problem leading to high rates of morbidity and mortality [1]. Identification of accurate diagnostic markers or effective targets for therapeutic intervention is challenging and it would benefit from a comprehensive understanding about the molecular programs governing renal injury-regeneration processes [2], [3]. Kidney regeneration after ischemic injury represents a complicated but highly coordinated process, which involves a diverse set of molecular functions. For example, animal studies using microarray-based expression analysis revealed that various molecular functions (e.g., cell cycle, inflammation and apoptosis) were perturbed in ischemic-reperfusion (I/R) injury [4]–[7]. It has also been proposed that the transcriptional reprogramming induced by I/R injury may recapitulate those of kidney organogenesis in which the kidney injury induces the re-expression of various nephrogenic genes such as Vimentin, Pax-2 and Bmp-7 [8]–[10]. Considering that these two biological processes (kidney regeneration and development) require tightly regulated cellular processes that control cell proliferation and differentiation, a comparison between the transcriptional programs associated with these processes may provide a better understanding about the underlying molecular mechanisms, as exemplified in other organogenesis model (e.g., liver) [11], [12].

In this study, we performed microarray-based gene expression analysis to investigate changes in the transcriptome during kidney I/R injury and early development using animal models. Pathway analysis of the transcriptome changes revealed that a wide spectrum of molecular functions may be involved in these biological processes. A detailed examination on the relationship between regeneration- and development-related genes in terms of their enrichment to known functional gene categories further showed that some molecular functions are common to kidney regeneration and development. Among the shared functions, we focused on a number of cell cycle and kinetochore genes that were over-expressed during I/R injury and embryonic kidneys with experimental verification.

## Results

### Adult kidney injury model using bilateral ischemia-reperfusion injury

Kidney injury was induced by 20 minutes of bilateral renal ischemia followed by reperfusion that resulted in kidney dysfunction, characterized by elevation of serum creatinine (SCr) and blood urea nitrogen (BUN), (Figure 1A and 1B) at 24 hr of reperfusion followed by a recovery at 120 hr. Kidney Injury Molecule-1 (Kim-1) mRNA levels , recently identified as sensitive indicator in monitoring tubular kidney injury [3] and Vimentin mRNA levels, a marker of mesenchymal phenotype and dedifferentiation of tubular cells [13] also showed peak expression at 24 hr after injury while the expression decreased to control levels after 120 hr (Figure 1C and 1D). The histopathological examination showed typical lesions caused by renal ischemia at 24 hr characterized by proximal tubular necrosis and apoptosis that resulted in substantial loss in epithelial brush border and cell debris accumulation in luminal area at 24 hr with a structural and functional recovery by 120 hr due to an efficient kidney regeneration response (Figure 2A). The immunohistochemistry of Ki-67 showed a marked staining level at 72 hr and 120 hr after I/R injury (Figure 2B), which indicates the enhanced cellular proliferation during these regenerative time points.

**Figure 1:**
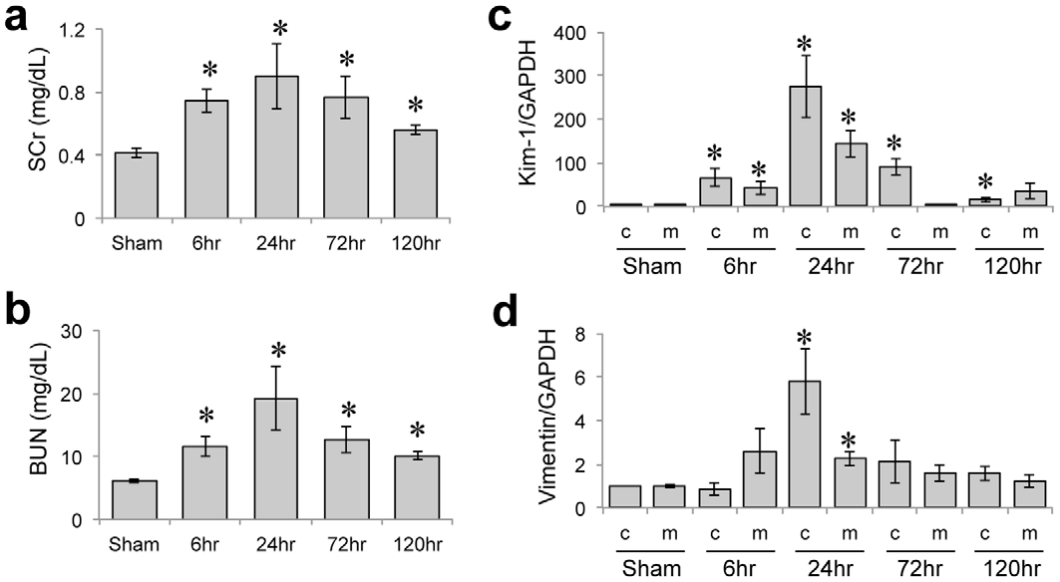
Temporal profiles of kidney biomarkers in ischemic-reperfusion kidney model. **A.** SCr levels are measured after 6 hr, 24 hr, 72 hr, and 120 hr of reperfusion after I/R injury in rat. Significant difference of SCr level compared to Sham is shown with asterisk (*P*<0.05). **B.** The temporal changes in BUN levels are shown. Renal mRNA levels of Kim-1 (**C**) and Vimentin (**D**) are shown for cortex and medulla. The mRNA levels were normalized using GAPDH as control gene (denoted as c and m, respectively). * represents *P*<0.05 as determined by one way ANOVA in comparison with sham rats.

**Figure 2:**
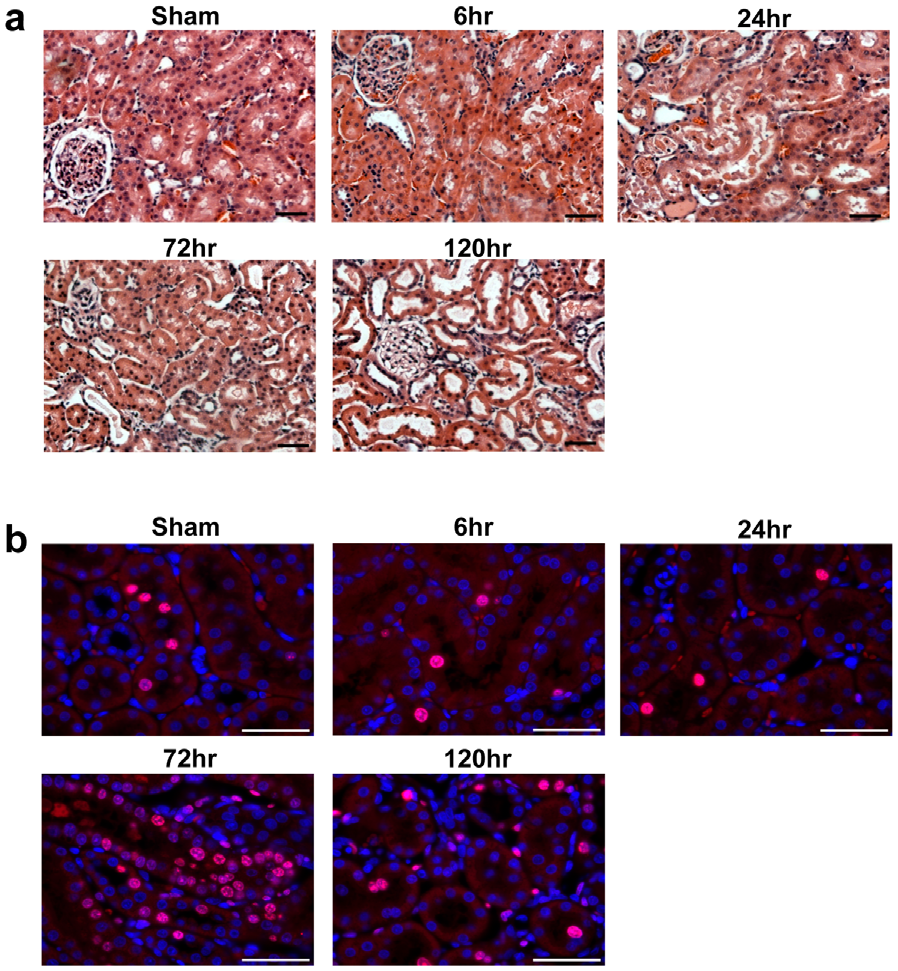
Histological and immunohistochemical examination of kidney tissue injury and repair following I/R injury. Representative formalin fixed paraffin embedded kidney tissue sections of sham male Wistar rats and those undergone 20 min bilateral ischemia reperfusion over time stained by (**A**) Hematoxylin and Eosin (40× magnification) and (**B**) Ki-67 (60× magnification). *n* = 5/group. Bar represents 50 µm.

### Animal model for embryonic kidney development and comparative gene expression profiling

To take into account the differential expression pattern between renal cortex and medulla, we isolated total RNA from rat renal cortices and medullas and performed gene expression profiling at 6 hr, 24 hr and 120 hr which correspond to early, intermediate and late-regeneration phase after I/R injury (*n* = 3 for each). To explore the expression profiles of kidney development, we also collected RNA from mouse kidney at embryonic day 16 postcoitum or p.c. (E16d) and at postnatal day 1 and 7 (PN1d and PN7d; *n* = 5 for each), respectively. 

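RNA of whole kidneys from BALB/c mice was hybridized to Illumina MouseRef-8 bead arrays, which read one RNA sample per array. Of the 15 arrays, 5 were of embryonic day 16 (E16d), 5 of postnatal day 1 (PN1d) and 5 of postnatal day 7 (PN7d). The paper's results give n = 5 for each age, while its methods speak of triplicates; the deposited labels give 5 samples for each age. Whether each sample was the kidney of 1 animal or a pool is not given in the sources used here, so the p-values measure the spread between these samples. The deposited values are the authors' quantile-normalized log2 intensities, which run from 5.56 to 13.80 with the same distribution on every array. They were not centred on each gene, and no background had been subtracted as far as the values show, so that fold changes of dim genes are understated. The number of arrays limits the precision: the median SD between the 5 arrays of an age was 0.0816 at E16d, 0.0993 at PN1d and 0.122 at PN7d on the log2 scale.
The table holds 24613 probes, of which 20984 carry 1 gene symbol, 1 carries several and 3628 carry none here. Probes were kept where the mean of at least 1 age lay above 6.22 log2, the median of all values, which left 13074 probes. The brightest probe stood for a gene with several, as was the case for 1680 genes, and 9531 genes were tested. Each pair of ages was compared with limma over all 15 arrays, and p-values were adjusted by the Benjamini-Hochberg method. A gene counts as higher or lower where its adjusted p is under 0.05, and the comparisons of PN1d and of PN7d with E16d share the E16d arrays. The gene lists, the tests and the rule for naming genes were set before the data were examined. A list was tested against the other genes with camera at a preset correlation of 0.01 and again with a correlation estimated from the arrays. Where a gene lay below the median of all values on each of the 5 arrays of an age, its change is given as a bound, the brighter age's mean against that median ("at least N-fold"). Errors of log2 fold changes are standard errors (SE) of the limma model.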

We selected E16d since this time point is critical in early kidney development (e.g., distinction of cortex versus medulla and the beginning of differentiation of functional proximal tubule) and PN1d and PN7d represent the immediate and early postnatal period, respectively.

The hierarchical clustering of highly variable genes showed that the expression profiles of renal cortex and medulla are largely distinguishable from each other and the profiles from kidneys subjected to I/R injury are also distinguishable from those of sham (Figure 3A). 

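Gene expression changed widely with age. Between E16d and PN1d, 4415 of the 9531 genes tested changed, 2039 of them higher and 2376 lower at PN1d. Between E16d and PN7d, 6150 changed, 3082 higher and 3068 lower at PN7d. Between PN1d and PN7d, 2301 genes were higher and 2022 were lower at the later age. The 5 arrays of one age did not overlap those of the other for 37.0%, 50.1% and 27.8% of the genes in these comparisons, where chance gives 0.794%. Igf2bp3, an RNA-binding protein of fetal tissues, changed by -0.66 (standard error 0.073, adjusted p = 1.85e-06) on the log2 scale from E16d to PN1d and by -1.29 from PN1d to PN7d. Cdhr5, a cadherin of the microvilli, was higher by 1.40 (standard error 0.099, adjusted p = 1.58e-08) at PN1d than at E16d and by a further 0.62 at PN7d.
The distance between arrays was 1 minus the Pearson correlation over the 2000 most variable genes, as the paper used. Its mean was 0.0148 within E16d, 0.0288 within PN1d and 0.0335 within PN7d, against 0.127 between E16d and PN1d and 0.262 between E16d and PN7d. E16d arrays lay farther from postnatal arrays than arrays lay from others of their own side, by 0.124 (exact permutation test over the 3003 choices of 5 arrays of 15, one-sided p = 0.000333, the smallest p it allows). The largest difference among the other choices was 0.121, that of setting the PN7d arrays apart. The test asks whether arrays differ by age at all, so it does not favour setting E16d apart over setting PN7d apart. With average linkage the tree first split E16d from the postnatal arrays and then split PN1d from PN7d. PN1d lay nearly as far from E16d as from PN7d (0.127 and 0.124), and the order of these splits depended on the setting: complete linkage, the 500 most variable genes and Spearman correlation each split PN7d off first. In all 6 trees drawn, the 3 ages formed 3 separate groups.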

The hierarchical clustering also clearly separated the expression profiles of embryonic mouse kidney from those of postnatal kidneys (Figure 3B). We also combined the expression profiles of rat I/R injury and mouse developmental kidneys and performed hierarchical clustering using highly variable orthologous genes (Figure 3C). The segregating pattern observed when two species were separately analyzed (e.g., three main clusters in each profile) was preserved in the combined analysis. The clustering of merged dataset further reveals the expression similarities between two species such as sham (rat) and PN7d (mouse) as well as E16d (mouse)-ischemic medulla (rat) and PN1d (mouse)-ischemic cortex (rat).

**Figure 3:**
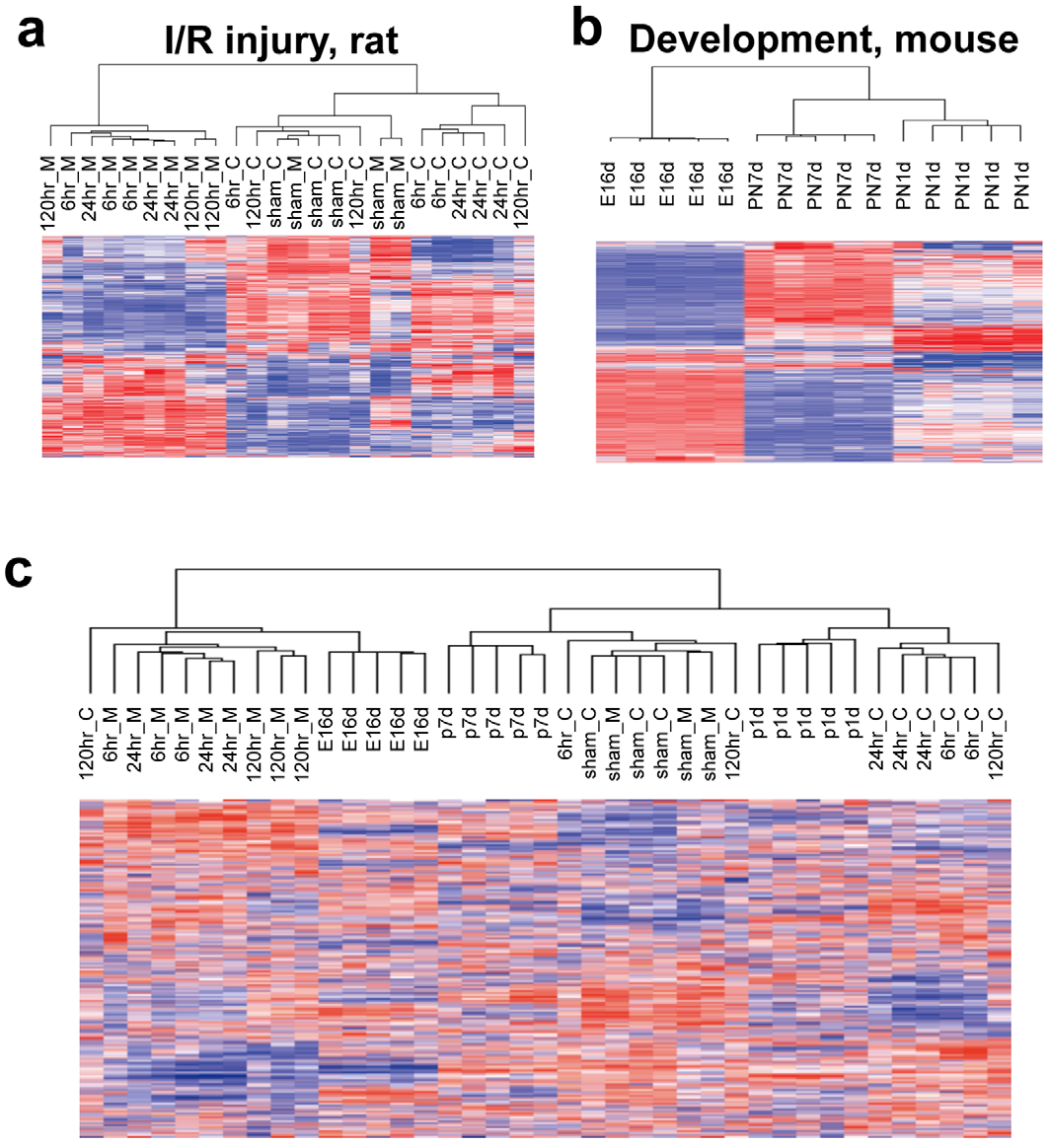
Hierarchical clustering of kidney regeneration after ischemic injury and development. **A.** Hierarchical clustering of top variable 2000 genes segregates the expression profiles of renal cortex (C) and medulla (M) after ischemic injury while sham samples are also distinguished from injury-associated profiles. **B.** The expression profiles of fetal mouse kidney (E16d) are clearly distinguished from those of postnatal kidney (PN1d and PN7d) by hierarchical clustering. C. The rat I/R injury- and mouse development expression profiles were merged and hierarchically clustered for top variable 2000 orthologous genes.

Next, we performed pathway analysis to explore the coordinated expression changes of functionally related genes during kidney I/R injury and development. Parametric analysis of gene expression (PAGE) [14] was used to measure the enrichment of Gene Ontology (GO) functional categories [15] between two phenotypes (e.g., sham versus 6-hr in renal cortex). We collected GO annotations with significant enrichment (*P*<0.05, Bonferroni adjusted) across eight comparisons, i.e., six for I/R injury (6 hr, 24 hr and 120 hr for cortex and medulla; each compared to sham) and two for development (PN1d and PN7d; each compared to E16d). Figure 4 shows the representative functional categories in each comparison (full lists of significant functions are available in Tables S1,S2,S3). We observed that the molecular functions representing immunity, inflammation and apoptosis are globally up-regulated across all time points measured after I/R injury (6 hr, 24 hr and 120 hr) in cortex and medulla indicating that these functions are characteristic transcriptional features of kidney regeneration after ischemic injury. In addition, the molecular functions associated with metabolism or ion transport are commonly down-regulated during kidney regeneration.

**Figure 4:**
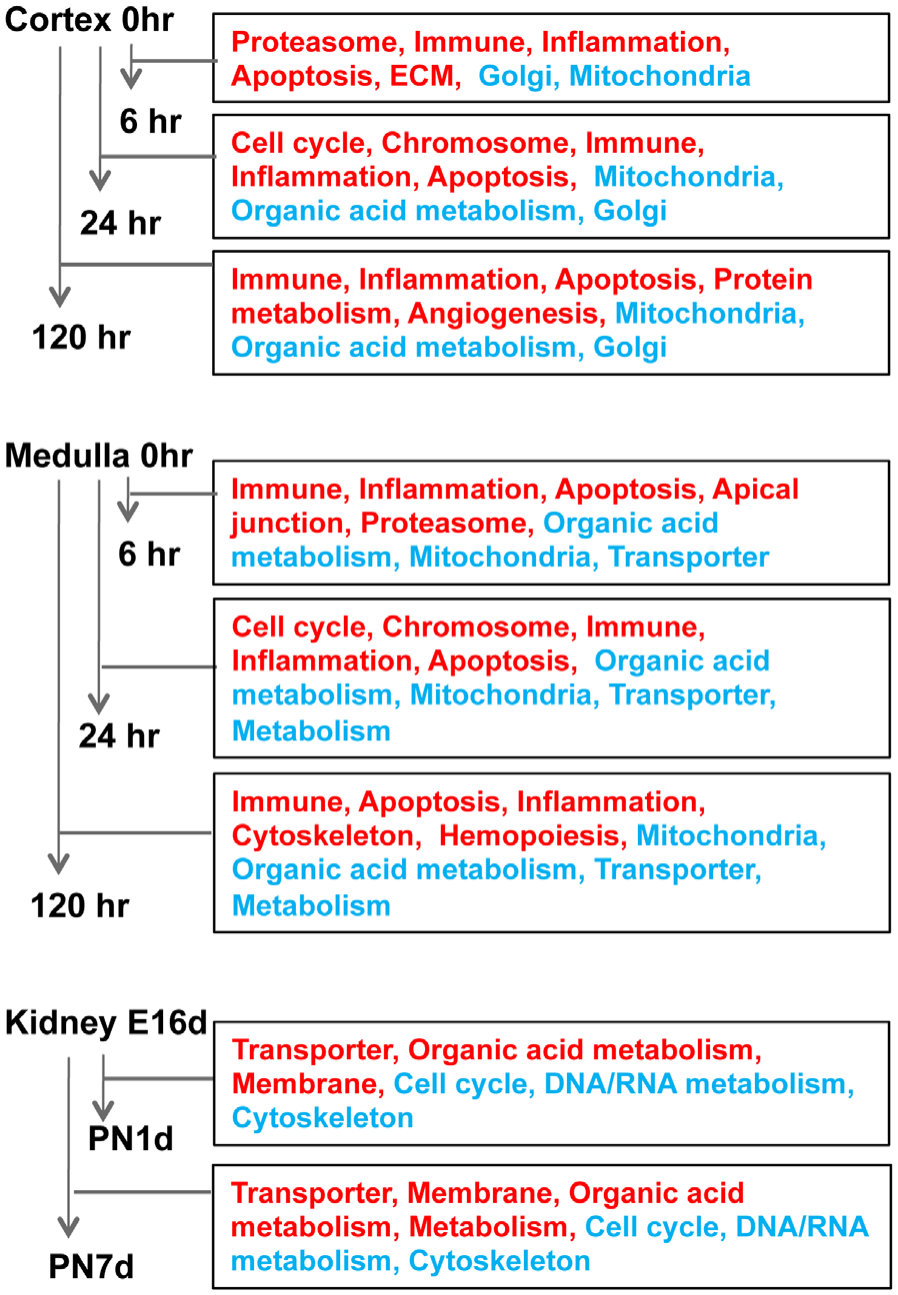
Pathway analysis of expression changes associated with kidney regeneration after ischemic injury and development. Pathway analysis shows the significantly up- and down-regulated GO functional categories (red- and blue-coded in the corresponding rectangles, respectively) in each time point measured after ischemic induction (cortex and medulla of rat kidney) or in the corresponding developmental time points (mouse kidney). Only representational functional categories are shown from a list of significantly enriched GO categories. Full list of observed GO categories are available in Tables S1,S2,S3.

We observed that some molecular functions are observed both during kidney regeneration and development. For example, cell cycle and chromosome-related functions are up-regulated at 24 hr after I/R injury, while down-regulated in postnatal kidneys compared to embryonic ones. Also, the up-regulated functions such as ion transporters or metabolism in postnatal kidney (or down-regulated in embryonic kidney) largely overlap with those observed in ischemic-regeneration profiles.

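In the developing mouse kidney, genes of cell division, DNA replication and RNA splicing were lower after birth than at E16d. Of 33 measured genes of the cell cycle and mitosis, 30 were lower at PN1d and 3 did not pass the test (31 lower when adjusted over the list alone), and at PN7d 33 were lower (33 over the list alone). Their median log2 fold change was -0.62 at PN1d and -1.36 at PN7d (adjusted p = 3.02e-12 and 9.13e-16 from camera). These calls held with an estimated correlation (adjusted p = 0.0442 and 0.0282). Stmn1, a protein that destabilizes microtubules, changed by -2.01 (standard error 0.14, adjusted p = 2.14e-09) at PN7d, and Cdca5, which keeps sister chromatids together, by -1.83 (standard error 0.081, adjusted p = 1.31e-11).
DNA replication genes fell likewise. Of 38 measured, 36 were lower at PN1d, with medians of -0.56 at PN1d and -0.94 at PN7d, where 38 were lower (37 and 38 when adjusted over the list alone). Camera's preset correlation gave adjusted p = 8.91e-16 and 6.03e-16, and an estimated correlation gave adjusted p = 0.0505 and 0.0503, which miss the threshold. Mcm5, a subunit of the replicative helicase, changed by -1.63 (standard error 0.067, adjusted p = 6.91e-12) at PN7d, and Uhrf1, which recruits the maintenance DNA methyltransferase, by -1.45 (standard error 0.079, adjusted p = 1.50e-10).
Of 39 measured RNA splicing genes, 31 were lower and 2 higher at PN1d and 33 were lower and 1 higher at PN7d (33 and 2, then 33 and 1, over the list alone). The medians were -0.46 and -0.72, and both calls held with an estimated correlation (adjusted p = 0.0304 and 0.0281). Snrpd1, a core protein of spliceosomal particles, changed by -1.28 (standard error 0.085, adjusted p = 1.49e-09) at PN7d and Hnrnpc, a binder of nascent transcripts, by -1.09 (standard error 0.054, adjusted p = 5.17e-11). Srsf3, a splicing factor of the SR family, changed by -0.79 (standard error 0.074, adjusted p = 2.81e-07) at PN1d. The higher genes were SR proteins too: Srsf6 at PN1d (0.52 (standard error 0.14, adjusted p = 0.00677)) and Srsf5 at both ages (log2 fold change 0.64 at PN7d). The PN1d call of Srsf5 (0.37) ended when any of 9 single arrays was left out, and its other probe gave 1.11 at PN1d and -0.0067 at PN7d.
Of 43 ribosomal protein genes, 15 were lower at PN1d and 29 were lower and 3 higher at PN7d (13, then 29 and 3, over the list alone). Their median was -0.23 at PN7d (adjusted p = 0.000389; adjusted p = 0.0993 with an estimated correlation) and -0.056 at PN1d, where the list did not pass (adjusted p = 0.0647). Rps24 and Rpl13a changed most at PN7d (-1.89 and -1.83), while Rps18, Rps20 and Rpl39, the last chosen after its values were seen, were higher by 0.25, 0.20 and 0.18. Red cell precursors also divide: of 16 erythroid markers, 8 were lower and 2 higher at PN1d, and 7 were lower and 4 higher at PN7d (8 and 2, then 7 and 4, over the list alone). The higher genes were Car2 and Mkrn1 at both ages and Fech, by its brighter probe, and Klf1, chosen after its values were seen, at PN7d. The call of Klf1 ended when any of 3 single arrays was left out.

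**Figure D1:**
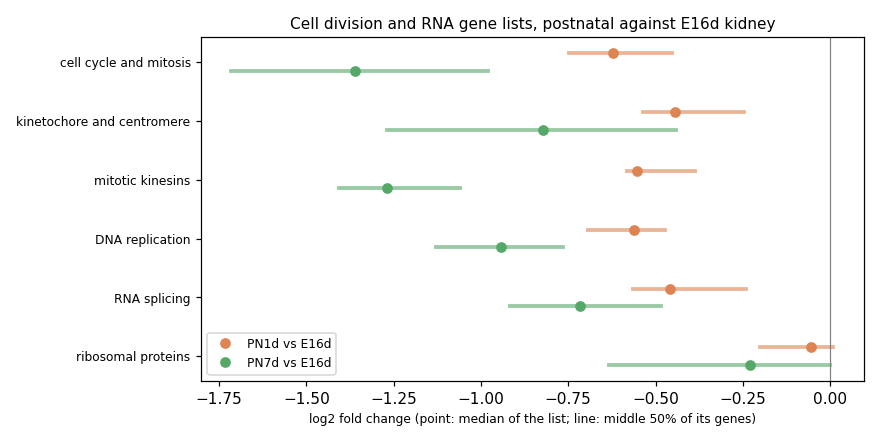
Log2 fold changes against E16d (horizontal axis) of the gene lists on cell division, replication, splicing and ribosomal proteins. Points are list medians at PN1d and PN7d and lines span the middle 50% of the members; the cell cycle list lies at -0.62 at PN1d and -1.36 at PN7d.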

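Most genes of tubular transport, and many of metabolism, were higher in the mouse kidney after birth. Of 30 measured genes of distal nephron and collecting duct transport, 24 were higher and 2 lower at PN1d, and 29 were higher at PN7d (24 and 2, then 29 and 0, when adjusted over the list alone). The list's medians were 0.58 and 1.26, and its calls held with an estimated correlation (adjusted p = 0.0281 and 0.0220). Umod, the uromodulin of the thick ascending limb, was higher by 3.55 (standard error 0.13, adjusted p = 1.59e-12) at PN7d, and Klk1, the tissue kallikrein, by 3.40 (standard error 0.17, adjusted p = 5.24e-11). Aqp2, the vasopressin-regulated water channel, was higher by 2.06 at PN1d and 1.20 at PN7d. Slc14a2, the urea transporter of the inner medulla, was at least 10.2-fold higher at PN7d by its brighter probe, while its other probe, near the median of all values, gave 0.21 on the log2 scale. The lower genes at PN1d were Slc4a1, the anion exchanger of red cells and intercalated cells (-1.23), and Hsd11b2, which inactivates glucocorticoids (-0.78).
Of 19 brush border and endocytosis genes, 17 were higher at PN1d and 18 at PN7d (18 and 18 over the list alone), with medians of 0.70 and 0.99 (adjusted p = 0.0409 and 0.0548 with an estimated correlation, the second above the threshold). Dpep1, a dipeptidase of the brush border, was higher by 2.55 (standard error 0.11, adjusted p = 1.75e-11) at PN7d.
Many metabolic genes were higher at both ages, though at PN7d none of the 5 metabolic lists kept its call with an estimated correlation. Of 43 genes of amino acid metabolism, 34 were higher and 1 lower at PN1d, and 30 were higher and 2 lower at PN7d (36 and 1, then 30 and 2, over the list alone). The PN1d call held with an estimated correlation (adjusted p = 0.0404) and the PN7d call did not (adjusted p = 0.0741). Ass1, of arginine synthesis, was higher by 2.47 (standard error 0.10, adjusted p = 7.19e-12) at PN7d and Hgd, of tyrosine breakdown, by 2.26 (standard error 0.12, adjusted p = 1.06e-10). The lower genes were Gamt, of creatine synthesis, at PN1d (-0.47) and Gldc, of glycine cleavage (-0.61), and Bckdhb (-0.46) at PN7d. The call of Bckdhb is fragile: it ended when any of 7 single arrays was left out (adjusted p = 0.129 at most, without PN7d replicate 2) and under 4 other settings. Of 13 genes of gluconeogenesis and fructose metabolism, 10 were higher at PN1d and 11 at PN7d (13 and 11 over the list alone), with medians of 0.80 and 1.81 (adjusted p = 0.0404 and 0.0528 with an estimated correlation). G6pc, the glucose-6-phosphatase that releases free glucose, was higher by 4.18 (standard error 0.20, adjusted p = 3.34e-10) at PN1d, and Pck1, the first committed enzyme of gluconeogenesis, by 2.54. Miox, which breaks down myo-inositol, was higher by 3.94 (standard error 0.17, adjusted p = 1.16e-11) at PN7d. Of 32 genes of fatty acid oxidation, peroxisomes and ketogenesis, 22 were higher at PN1d and 25 at PN7d (22 and 25 over the list alone), with medians of 0.33 and 0.67 (adjusted p = 0.0544 and 0.0528 with an estimated correlation). Cyp4a14, a fatty acid omega-hydroxylase, was at least 18.6-fold higher at PN7d, and the related Cyp4a10 was higher by 2.24 (standard error 0.14, adjusted p = 7.70e-10). Hao2 and Acox2, both peroxisomal oxidases, were higher by 2.10 and 1.84 at PN1d.
Of 40 genes of redox and xenobiotic metabolism, 31 were higher at PN1d, and 31 were higher and 1, Maob, a monoamine oxidase, was lower at PN7d (-0.19). Over the list alone these were 32 higher and 1 lower, then 31 and 1. An estimated correlation gave adjusted p = 0.0281 at PN1d and 0.0559 at PN7d, the latter above the threshold. Gpx3, the secreted glutathione peroxidase made in the kidney, was higher by 3.80 (standard error 0.087, adjusted p = 1.64e-14) at PN7d. Of 65 genes of oxidative phosphorylation and the TCA cycle, 23 were higher at PN1d, and 34 were higher and 3 lower at PN7d (21, then 34 and 3, over the list alone). Their medians were small, 0.12 and 0.20 (adjusted p = 0.327 and 0.366 with an estimated correlation). Ogdh and Dlst, of the 2-oxoglutarate dehydrogenase complex, were higher by 0.80 and 0.62 at PN7d, and Sucla2, a succinyl-CoA ligase subunit (-0.41, or -0.15 and not past the test by its other probe), and the ATP synthase subunits Atp5j (-0.27) and Atp5e (-0.25) were lower. The liver, which also expresses G6pc, Pck1, Ass1 and Hgd, lends markers that rose with these lists at PN1d: 7 of 12 liver markers were higher (7 over the list alone; median 0.84, adjusted p = 0.00736; adjusted p = 0.502 with an estimated correlation), and the list was highest on PN1d replicate 2. Without that array the median of the liver markers was 0.41, and those of amino acid metabolism, gluconeogenesis and fructose metabolism, fatty acid oxidation and redox metabolism were 0.44, 0.82, 0.35 and 0.51. In the same arrays, 11 of 13 adipocyte markers were higher at PN7d and 3 (Dgat2, Lpl and, chosen after its values were seen, Cox7a1) at PN1d (12 and 3 over the list alone), with a median of 1.11 at PN7d (adjusted p = 0.000174; adjusted p = 0.213 with an estimated correlation). This median depends on the filter: it was 0.29 without one and 2.14 with a filter at the upper quartile, added after seeing the data. With the level of adipocyte markers as a covariate, an alternative added after seeing the data, the median of the fatty acid list was 0.71 at PN7d, and the falls of Atp5j and Atp5e no longer passed (-0.16 and -0.064; adjusted p = 0.312 and 0.685). That level was the mean intensity of Ucp1, Cidea, Cox8b and Adipoq, which varied almost only among the PN7d arrays. Ucp1, itself a part of that level, still had 2.71 under it (adjusted p = 2.76e-06). The covariate thus does not remove the fat signal in full, and a rise kept under it can still come from fat. Fewer genes passed under the covariate for PN7d vs E16d (2550 higher and 2532 lower). A call lost under it can come from lost precision and does not decide whether fat is the source. The fall of Atp5e also ended when any of 5 single arrays was left out.

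**Figure D2:**
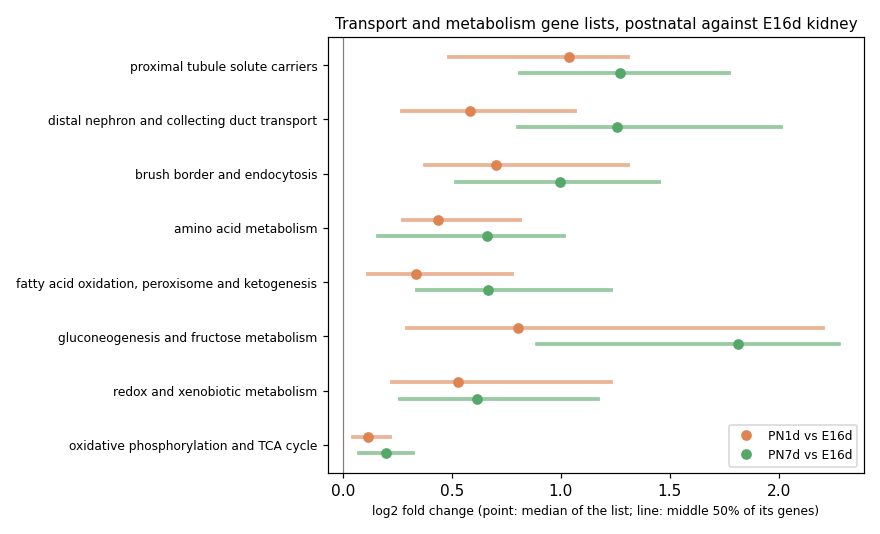
Log2 fold changes against E16d (horizontal axis) of the gene lists on transport and metabolism. Points are list medians at PN1d and PN7d and lines span the middle 50% of the members; gluconeogenesis and fructose metabolism lies highest at PN7d, at 1.81.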

We further constructed a functional network comprising the up- and down-regulated genes in the two processes and their enriched GO categories as nodes (Figure 5A). Their associations (significant gene overlap between gene sets) are illustrated as edges. 

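The genes that fell most from E16d to PN7d in the mouse kidney included regulators of nephron formation and parts of dividing cells. Gdnf, the ligand by which the cap mesenchyme draws the ureteric bud to branch, fell by 3.38 (standard error 0.062, adjusted p = 9.08e-16) on the log2 scale, the largest fall among the genes tested. Sox11, a transcription factor of embryonic progenitors, changed by -2.14 (standard error 0.063, adjusted p = 2.42e-13), and Reln, a secreted matrix glycoprotein, by -2.23 (standard error 0.095, adjusted p = 9.36e-12). Capn6, a calpain-like protein that binds microtubules, changed by -2.33 (standard error 0.061, adjusted p = 5.81e-14), Hk2, the hexokinase that traps glucose, by -2.15 (standard error 0.14, adjusted p = 8.99e-10), and H3c11, a replication-dependent histone H3, by -2.15 (standard error 0.089, adjusted p = 6.91e-12). The uncharacterized 2610318N02Rik changed by -2.35 (standard error 0.068, adjusted p = 2.06e-13), or by -1.51 as the mean of its probes.
In all, 904 genes were lower at PN7d by over 1.5-fold and 72 by over 1.5 on the log2 scale. Both counts are given because a threshold of 1.5 can be read on either scale. With a background correction added after seeing the data, the second count was 140.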

The subnetwork on the left (Figure 5A) includes six up-regulated gene sets during kidney ischemic-regeneration (red rectangles) and one down-regulated gene set (one green rectangle) in postnatal kidney compared to embryonic kidney. This subnetwork also includes multiple GO categories representing cell cycle/mitosis, cytoskeleton and immune/inflammation. The other subnetwork is largely associated with functional categories of transport/membrane and metabolism and composed of regeneration-down-regulated and postnatal-up-regulated genes (Figure 5A, right). Thus, our pathway analysis reveals that the differentially expressed genes in both regenerative and developmental time points share common functional gene sets, highlighting the similarity in the two processes.

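Among the largest increases after birth were genes of the proximal tubule, of vitamin D metabolism and, at PN7d, of brown fat. Kap, the androgen-regulated protein of the proximal tubule, was higher by 4.62 (standard error 0.17, adjusted p = 2.62e-11) on the log2 scale at PN1d and by 5.08 (standard error 0.17, adjusted p = 9.40e-13) at PN7d. Cyp24a1, the 24-hydroxylase that inactivates vitamin D, was higher by 4.36 (standard error 0.20, adjusted p = 2.26e-10) at PN1d and by 1.15 at PN7d. Cyp27b1, the 1-alpha-hydroxylase that activates it, was at least 7.47-fold higher at PN1d and at least 2.15-fold higher at PN7d. Serpina6, the corticosteroid-binding globulin, was higher by 3.43 (standard error 0.11, adjusted p = 3.64e-12) at PN1d, and Defb19, a beta-defensin, by 3.22 (standard error 0.15, adjusted p = 3.20e-10). F13b, a subunit of coagulation factor XIII, rose by 3.21 (standard error 0.15, adjusted p = 2.82e-11) at PN7d, and Ptgds, a prostaglandin D synthase, was at least 6.14-fold higher. Ucp1, the uncoupling protein of brown fat, was at least 21.1-fold higher at PN7d (32.8-fold without PN7d replicate 2, its lowest array of that age), and the brown fat genes Cox8b and Cidea were at least 6.07-fold and 4.09-fold higher. Perirenal fat carried along with the kidneys is a candidate source of these brown fat signals, and it was not settled here.
Past 1.5-fold, 502 genes were higher at PN1d and 1035 at PN7d. On the log2 scale, 73 and 141 genes were higher by over 1.5. With the level of adipocyte markers as a covariate, an alternative added after seeing the data, the PN7d counts were 1094 and 168. This covariate leaves part of the fat signal in place, so a rise kept under it can still come from fat.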

**Figure 5:**
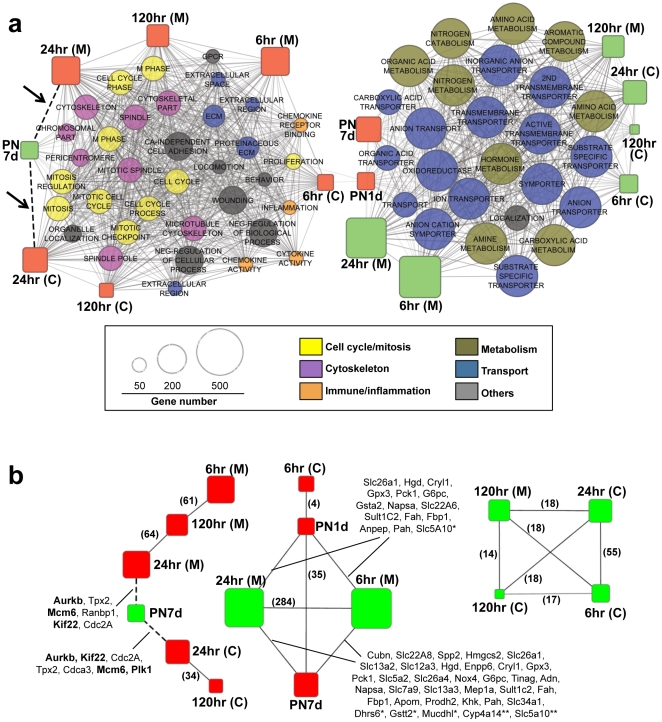
Functional association network. **A.** The differentially expressed genes during regeneration or development of kidney (the up- and down-regulated genes as red and green rectangles, respectively) and GO categories (circles) are shown as nodes. The significant enrichment between two gene sets is shown as edge between two corresponding nodes. The size of node is proportional to the gene size and GO categories were classified into six major functions as shown in the color scheme. Two dashed lines with arrows represent the significant association between PN7d (genes down-regulated compared to E16d) and 24 hr I/R (genes up-regulated compared to sham). **B.** The significant associations between gene sets are shown after removing GO categories. The overlapping genes are shown for pairs between I/R injury and development. Experimentally validated four genes are bold. * and ** represent the genes only observed with 6 hr/medulla and 24 hr/medulla, respectively. Number of overlapping genes are shown in parenthesis for significant pairs between I/R injury gene sets.

When the GO nodes are removed (the differentially expressed genes in regeneration or development are compared directly), a substantial overlap among datasets becomes clearer (Figure 5B). Among the significant gene overlap between differentially expressed genes, we focused on those between regenerative- and developmental profiles and their overlapping genes (listed in Figure 5B). For example, we observed significant gene overlap between PN7d (down-regulated) and 24 hr I/R (up-regulated; both in cortex and medulla) and the overlapping genes largely represent kinase and kinetochore-encoding genes. 

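Kinetochore and spindle genes were lower in the PN7d mouse kidney than at E16d. Of 25 measured kinetochore and centromere genes, 23 were lower and 2 did not pass the test, and at PN1d 20 were lower (23 and 21 when adjusted over the list alone). The median log2 fold change was -0.82 at PN7d and -0.44 at PN1d (adjusted p = 0.0506 and 0.0741 with an estimated correlation, both above the threshold; 5.76e-10 and 2.05e-07 with the preset one). Cenpa, the histone that marks centromeres, changed by -1.70 (standard error 0.11, adjusted p = 9.83e-10) at PN7d. Bub1b and Mad2l1, both of the spindle checkpoint, changed by -1.66 (standard error 0.12, adjusted p = 2.90e-09) and -1.37 (standard error 0.095, adjusted p = 2.62e-09), and Cenpq, of the inner kinetochore, by -1.46 (standard error 0.086, adjusted p = 3.68e-10). Of 7 mitotic kinesins, 7 were lower at PN7d and 5 at PN1d (7 and 5 over the list alone), with medians of -1.27 and -0.55 (adjusted p = 0.0678 and 0.212 with an estimated correlation). Kif18b, which shortens astral microtubules, changed by -1.49 (standard error 0.12, adjusted p = 9.53e-09), Kif23, of the central spindle, by -1.27 (standard error 0.19, adjusted p = 1.50e-05), and Kif2c, a microtubule depolymerase of centromeres, by -0.97 (standard error 0.12, adjusted p = 3.40e-06). Kif23 and Kif2c did not pass at PN1d (-0.36 and 0.25). The rat ischemia arrays were not analysed here. From its network of changed genes and Gene Ontology categories (Fig. 5A), the paper concludes that the genes changed in regeneration and in development share functional gene sets.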

The up-regulated genes in PN1d and PN7d were enriched in the down-regulated genes of 6 hr and 24 hr after I/R injury in medulla. These genes largely represent membrane-associated or ion- transport molecules (e.g., solute carrier gene families, Nox4, Mep1A, Apom, and Anpep). 

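Most solute carriers of the proximal tubule were higher in the mouse kidney after birth. Of 39 measured, 36 were higher at PN1d and 38 at PN7d, and none was lower (36 and 38 when adjusted over the list alone). The medians were 1.04 and 1.27 on the log2 scale; the PN1d call held with an estimated correlation (adjusted p = 0.0330) and the PN7d call did not (adjusted p = 0.0505). Slc13a2, a dicarboxylate transporter, was higher by 2.60 (standard error 0.099, adjusted p = 2.88e-12) at PN7d. Slc5a10, a sugar transporter, was higher by 2.27 at PN1d and 2.71 at PN7d. Slc22a6 and Slc22a8, the organic anion transporters OAT1 and OAT3, were higher by 1.91 and 0.95 at PN1d and by 1.17 and 2.08 at PN7d. Slc34a1, the main phosphate transporter, was higher by 1.63 (standard error 0.079, adjusted p = 3.84e-11) at PN7d. Slc12a3, the thiazide-sensitive transporter of the distal convoluted tubule, was higher by 2.59 (standard error 0.13, adjusted p = 6.76e-11). Slc5a2, the glucose transporter SGLT2, was at least 8.04-fold higher at PN7d; its other probe gave 1.42 on the log2 scale, and PN7d replicate 4 lay far below the other arrays of its age. Without that array the bound was 13.1-fold.
Nox4, the NADPH oxidase of the kidney, was higher by 1.33 (standard error 0.10, adjusted p = 3.50e-08) at PN1d and 3.30 (standard error 0.10, adjusted p = 3.09e-13) at PN7d. Mep1a, the alpha subunit of the brush border protease meprin, was higher by 1.21 and 1.56 (standard error 0.16, adjusted p = 3.49e-07). Anpep, aminopeptidase N, was higher by 1.91 (standard error 0.18, adjusted p = 4.32e-07) at PN1d and 1.15 at PN7d. Apom, an apolipoprotein made in the proximal tubule, was higher by 2.40 (standard error 0.32, adjusted p = 5.28e-06) at PN7d, and its value at PN1d did not pass (0.66 (standard error 0.32, adjusted p = 0.103)). Of the overlapping genes that Fig. 5B lists, 14 were measured for PN1d and 31 for PN7d, and each was higher at its age. The log2 fold changes were 1.52 to 4.18 at PN1d and, for 29 genes, 1.56 to 4.34 at PN7d; the other 2, Slc5a2 and Cyp4a14, lay below the median of all values on each E16d array and have bounds only. The study picked these genes from the same arrays, so the count is not independent evidence of their direction.

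**Figure D3:**
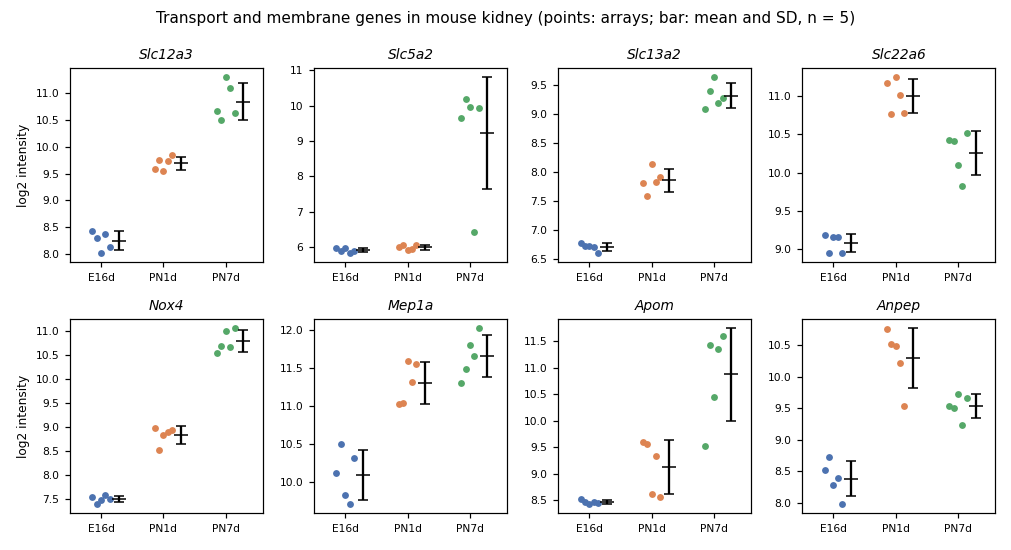
Log2 intensity (vertical axis) of Slc12a3, Slc5a2, Slc13a2, Slc22a6, Nox4, Mep1a, Apom and Anpep on each of the 5 arrays of E16d, PN1d and PN7d. Points are arrays and bars are means with their SD; Nox4 lies higher at PN7d than at E16d by 3.30.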

The functional annotations of overlapping genes are consistent with the enriched functional categories between two biological processes also highlighting the overlapping genes as candidates for molecular validation.

### Confirmation of overlapping genes

For experimental validation, we focused on the overlapping genes between those down-regulated at postnatal 7 day (PN7d) kidney and those up-regulated at 24 hr after I/R injury in renal cortex and medulla (Figure 5A; two edges indicated by arrows). Eight genes were observed in either edge. 

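In the mouse kidney, 8 genes that Fig. 5B and the text list as overlapping were each lower at PN7d than at E16d. Plk1, the polo-like kinase that drives entry into mitosis, changed by -2.21 (standard error 0.084, adjusted p = 2.80e-12) on the log2 scale, and Aurkb, the kinase of the chromosomal passenger complex, by -1.59 (standard error 0.062, adjusted p = 3.66e-12). Cdk1, the kinase that starts mitosis, changed by -1.95 (standard error 0.099, adjusted p = 6.15e-11), and Kif22, a kinesin that moves chromosome arms, by -1.58 (standard error 0.076, adjusted p = 3.11e-11). Tpx2, which activates Aurora A on the spindle, changed by -1.82 (standard error 0.073, adjusted p = 5.13e-12), Cdca3, a trigger of mitotic entry, by -1.78 (standard error 0.13, adjusted p = 3.56e-09), and Ranbp1, a regulator of the Ran GTPase, by -1.61 (standard error 0.083, adjusted p = 7.53e-11). Mcm6, a subunit of the replicative helicase, changed by -2.18 (standard error 0.56, adjusted p = 0.00261). At PN1d the values of Aurkb, Plk1 and Kif22 were -0.58, -0.84 and -0.68, each past the test, and that of Mcm6 was -0.76 (adjusted p = 0.287), while the other probe of Mcm6 passed at PN1d (-0.75, adjusted p = 0.00102). The study picked these genes partly from the same arrays, so their direction here is not independent evidence.
Mcm6 rests partly on PN7d replicate 4 (6.50 log2 against 9.68 or more on the other arrays of PN7d): without it the change was -1.43 (adjusted p = 2.15e-05), and the gene's other probe gave -1.12. With the level of adipocyte markers as a covariate, added after seeing the data, it was -1.78 and no longer passed (adjusted p = 0.0801). That level varied almost only among the PN7d arrays, so the lost call can come from lost precision.

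**Figure D4:**
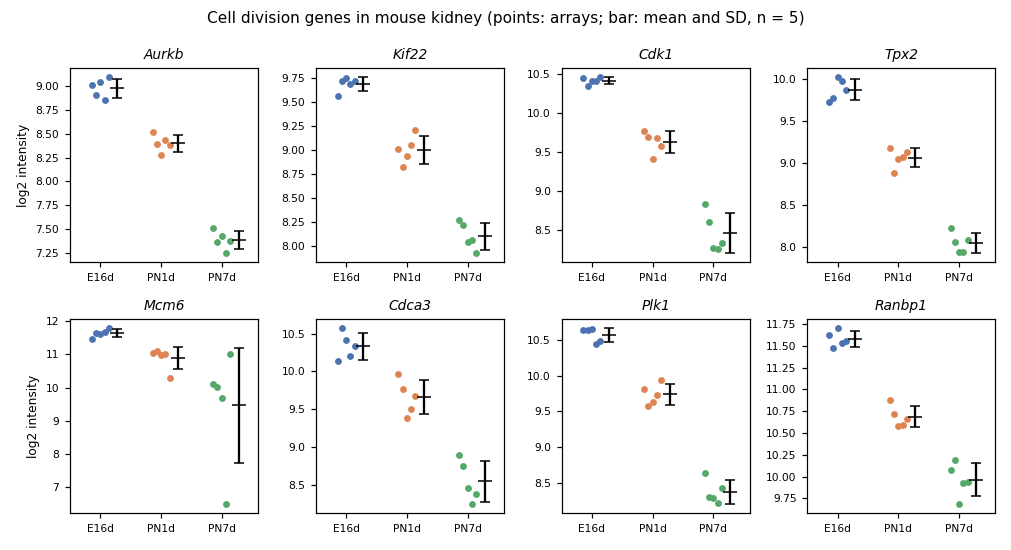
Log2 intensity (vertical axis) of Aurkb, Kif22, Cdk1, Tpx2, Mcm6, Cdca3, Plk1 and Ranbp1 on each of the 5 arrays of E16d, PN1d and PN7d. Points are arrays and bars are means with their SD; the single low point of Mcm6 at PN7d lies at 6.50.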

Aurkb, Kif22 (or Kid), Cdc2A (or Cdk1), Tpx2, and Mcm6 were observed in both edges while Cdca3, Plk1 (in medulla only) and Ranbp1 (in cortex only) were observed in single edge. These genes are primarily associated with celldivision functions as essential components of kinetochore.

We selected 4 candidate genes (Aurkb, Plk1, Mcm6, and Kif22) for experimental verification (Figure 6). We confirmed the transcriptional up-regulation of Aurkb, Plk1, Mcm6, and Kif22 after 24 hr of ischemic injury (both in renal cortex and medulla) and also in rat embryonic kidneys (E17d; *n* = 6, each). We also isolated total RNA from 6 day embryo (E16d) and 60-day-old (P60d) BALB/c mice (*n* = 4, each) to confirm the relative up-regulation of these genes in embryonic kidneys. In order to localize these proteins post I/R injury and during development, we performed immunofluorescence analysis using specific antibodies for each protein. While Aurkb and Plk1 staining was absent in sham rats, Mcm6 was localized in the nucleus. At 24 hr post I/R, we observed a marked nuclear staining in the kidney for Aurkb, Plk1 and Mcm6. This effect was also observed in the E17d rat kidneys. The mRNA level of Kif22 also showed significant increased expression at 24 hr after I/R injury while clear decrease was observed after 72 hr and 120 hr. Immunofluorescence analysis shows that Kif proteins are normally located in the nucleus, as confirmed by DAPI nuclear staining. After I/R injury, we observed the increase in Kif staining in the cortico-medullary area of the kidney, where primary ischemic injury occurs. A slight increase in cytoplasmic staining post ischemia for Kif22 was also noted.

**Figure 6:**
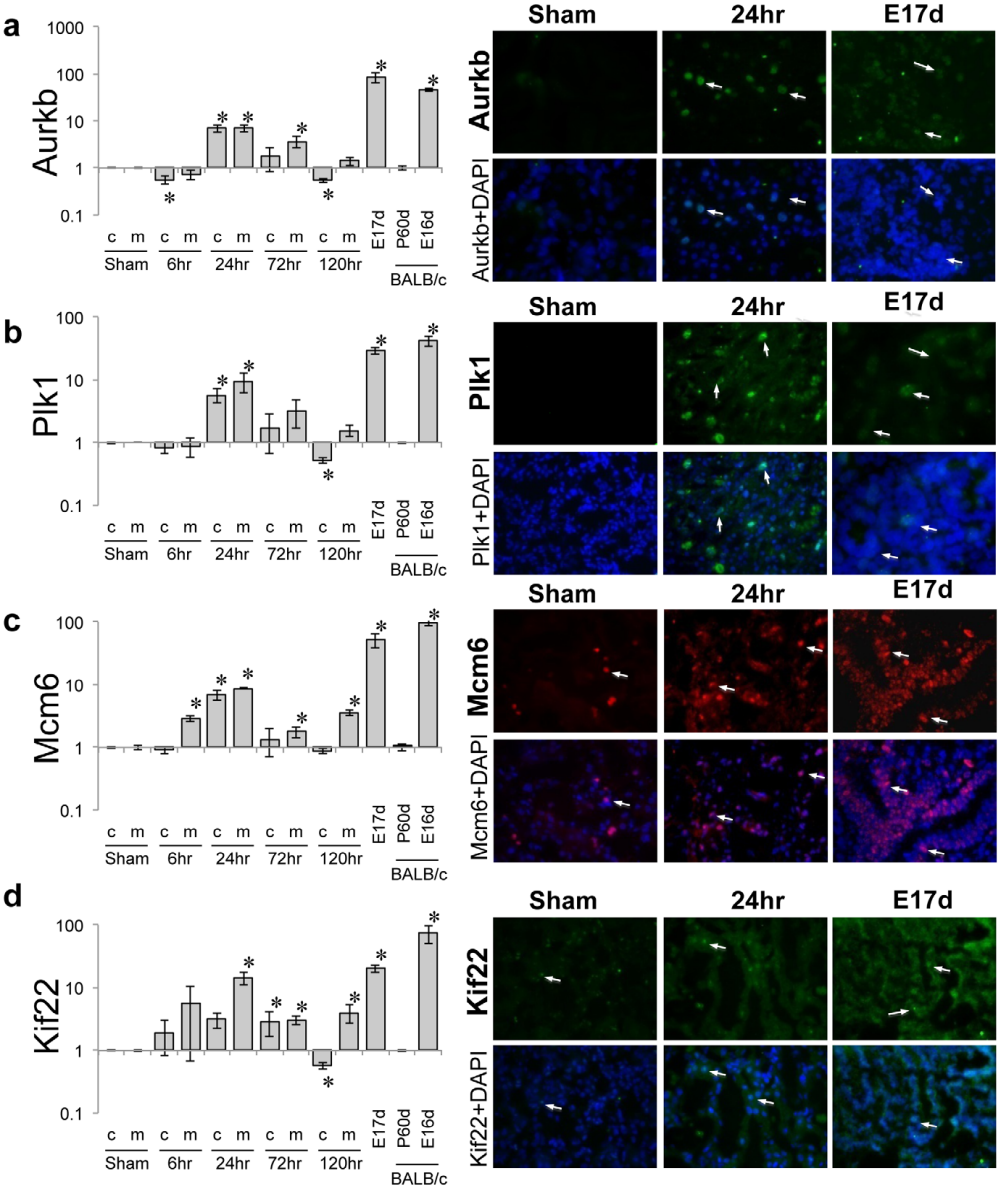
Quantitative mRNA levels. **A.** mRNA levels of Aurkb were measured by real-time quantitative PCR in rat and mouse kidney (left). Rat kidneys collected at 0 hr (shame), 6 hr, 24 hr, 72 hr, and 120 hr after ischemic injury are shown for cortex (c) and medulla (m), respectively. The expression levels are shown for embryonic rat kidney (embryonic day 17; E17d) along with those of mouse kidney (E16d and P60d as embryonic day 16 and postnatal day 60, respectively). All data were normalized using GAPDH as a control gene. Immune fluorescence analysis shows the absence of Aurkb expression in sham rat kidney; however, embryonic kidneys and those after 24 hr of ischemic injury show increased Aurkb expression, the nuclear co-localization of which were confirmed by DAPI staining (right). **B**, **C**, **D** are similarly shown for Plk1, Mcm6 and Kif22. 40× magnification.

## Discussion

Our analysis provides a comprehensive understanding of the functional overlap between the transcriptional programs governing the regenerative and developing kidney processes. These biological processes are regulated by a cascading activation of various molecular functions, which can be inferred from the coordinated expression of functionally related genes [e.g., Gene ontology (GO) annotations]. Among the observed functions, the cell cycle functions were commonly up-regulated during peak of injury (24 hr after I/R injury) and embryonic kidneys (compared to postnatal kidneys) and we validated the transcriptional up-regulation of cell cycle-associated kinases and kinetochore genes, *Aurkb, Plk1, Mcm6, and Kif22*.

Aurkb, Plk1 and Cdc2A are among the chief kinases involving kinetochore assembly and formation of kinetochore-microtubue attachment [16]. The inhibition of Aurkb is associated with a failure in cytokinesis and complete segregation of chromosomes, which leads to polyploidy and cell death in cell culture [17]. *Tpx2* encodes cofactor of Aurora kinases, which is required for correct spindle assembly [18]. *Plk1* also encodes kinase that is essential for cell division [19] and the phosphorylation of this kinase or its substrates by Cdc2A helps the interactions between them [20]. In addition, *Kif22* encodes a chromokinesin involved in chromosome arm orientation on the spindle [21] and similar roles have been reported for Cdca3, Mcm6 and Ranbp1 [22]–[24]. Some studies have proposed the putative roles of kinetochore genes involved in both renal regeneration and development [25]. Our results provide supporting evidences for cell cycle/mitosis-associated molecules as potential markers in evaluating the developing and regenerating kidney. These findings are consistent with the need to proliferate while maintaining fully differentiated function that is shared by the developing and regenerating kidney. Furthermore, genes involved in mitosis checkpoints such as Aurkb and Plk1, are likely to be related to the need for increased surveillance system required in both renal regeneration process and early kidney development.

Prior studies have largely focused on conducting gene expression analysis focusing on one model at-a-time using either regenerating kidney following I/R injury alone or early development of kidney alone and hence have not provided a context to compare two biological processes in terms of expression or functional similarity [4]–[7]. For example, Perco et al observed that the 89 proteins reported in previous I/R injury studies largely represent six functional categories of immunity, cell cycle, apoptosis, cell structure, proliferation, and transporter/carrier [26]. Stuart et al performed expression analysis during the development of rat kidneys [27]. They classified genes associated with different developmental stages into five functional categories, e.g., DNA replication/cell cycle (early embryonic kidney) and transporter/metabolism/oxidative stress functions (adult kidney). Our results are largely consistent with these previous reports; however, we focused on the similarity between I/R injury and developmental kidney expression profiles in terms of enriched GO categories and overlapping genes between the profiles. For example, some of the enriched molecular functions are consistently activated (e.g., cell cycle/apoptosis, immunity/inflammation) or repressed (e.g., membrane-associated enzymes or transporters) during the kidney regeneration or in embryonic kidneys. The similarity of functional annotations between two processes suggests that kidney regeneration after ischemic injury may accompany the reactivation of developmental regulatory programs.

We also observed that hierarchical clustering largely segregates the expression profiles of renal cortex and medulla and the pathway analysis also revealed that some molecular functions are restricted to specific time points or anatomical segments (e.g., the up-regulation of angiogenesis (cortex) and hemopoiesis genes (medulla) in late regenerative phase). The hierarchical clustering of merged dataset also showed that regenerative cortex and medulla resemble the postnatal kidneys of 1 and 7 days, respectively.These findings suggest that these renal segments may have different compensatory mechanism to cope with I/R injury, which are worthy of further investigation. In addition, our analysis involves cross-species comparison (i.e., I/R injury- and development-associated profiles were obtained from rat and mouse, respectively). The expression profiles obtained from rat and mouse would form separate clusters if there were potential batch effects or substantial gene expression differences [28]. However, the hierarchical clustering of merged expression profiles shows that the expression patterns of sham (rat) and postnatal kidneys (PN7d; mouse) are more similar with each other than the remaining expression profiles from the corresponding species. This suggests that the batch effects or the cross-species differences are not substantial compared to I/R injury- or development-associated expression changes.

In summary, the candidate genes identified in this analysis could potentially act as differentiation/dedifferentiation markers and the elucidation of functional significance of their up-regulation in kidney injury and development could offer new therapeutic strategies to enhance kidney regeneration.

## Materials and Methods

### Animals

Male Wistar rats (280–300 g, 8–9 weeks old) were purchased from Harlan Laboratories (Indianapolis, IN) andwere maintained in central animal facility over wood chips free of any known chemical contaminants under conditions of 21±1°C and 50–80% relative humidity at all times in an alternating 12 hr light-dark cycle. Animals were fed with commercial rodent chow (Teklad rodent diet # 7012), given water ad lib, and were acclimated for 1-week prior to use. All animal maintenance and treatment protocols were in compliance with the Guide for Care and Use of Laboratory animals as adopted and promulgated by the National Institutes of Health and were approved by the Harvard Medical School Animal Care and Use Committees (IACUC).

### Experimental design

Nine male Wistar rats underwent I/R surgery and three rats underwent sham surgery simulating I/R. In order to perform I/R surgery, the rats were anesthetized using pentobarbital sodium (30 mg/kg, ip) and renal ischemia was induced by nontraumatic vascular clamps over the pedicles for 20 min as described before [3], [29]. Upon release of the clamps, the incision was closed in two layers with 2–0 sutures. The sham rats underwent anesthesia and a laparotomy only and were sacrificed after 24 hr. The rats in I/R group were further divided in subgroups of three rats each and sacrificed after 6 hr, 24 hr, and 120 hr of reperfusion. To confirm the results of gene expression analysis twenty male Wistar rats underwent 20 minutes bilateral I/R surgery and five rats underwent sham surgery as described above and were sacrificed at 6 hr, 24 hr, 72 hr and 120 hr following reperfusion (*n* = 5, each timepoint). At the time of sacrifice, kidneys were macroscopically divided into renal cortex and medulla, frozen in liquid nitrogen, and maintained at −80°C until use as previously described [30]. We also included rat embryos at embryonic day 17 p.c. for kidney development analysis (E17d). Kidney was collected from male BALBc mice embryos at embryonic day 16 p.c. (E16d) as well as those from 1, 7 and 60 postnatal days (PN1d, PN7d and P60d, respectively). The E17d rat embryonic kidneys were collected from Sprague-Dawleyrats from Charles River Laboratories, Inc. (Raleigh, NC).

### Blood Chemistry

At sacrifice of rats following renal I/R injury, blood was collected from dorsal aorta in heparinized tubes. Serum creatinine (SCr) concentrations were measured using a Beckman Creatinine Analyzer II. Blood urea nitrogen (BUN) was measured spectrophotometrically at 340 nm using a commercially available kit (Thermo Scientific, Rockford, IL) as described before [3].

### RNA isolation and Real Time-Polymerase Chain Reaction (RT-PCR)

Total RNA was isolated from each kidney cortex, medulla, and embryonic kidney following the manufacturer's protocol for Trizol extraction method (Invitrogen, Carisbad, CA). The density of total RNA was measured by spectrophotometer, and subsequently checked for integrity by 1% agarose gel electrophoresis. All RNA samples were treated with DNase I (Invitrogen, Carisbad; CA) to avoid DNA contamination followed by reverse transcription with 1 µg of total RNA using iScriptcDNA synthesis (BIO-RAD. Hercules; CA). The mRNA levels of Kim-1, Vimentin, Kif22, Mcm6, Aurkb, Plk1 and GAPDH as the internal control were determined using the iQ SYBR Green super mix kit (Bio-rad, Hercules, CA) following the manufacturer's instructions. We performed the assay in an iCycler PCR System (BIO-RAD, Hercules, CA) with the cycling protocol as follows: 3′94°C, 15″55°C, and 72°C for 35″ for 45 cycles. The primer pair sequence of each assay is detailed in Table 1. The relative quantification of gene expression was performed using the comparative CT method.

**Table 1:** The primer pairs for RT-PCR.

Gene	Forward primer	Reverse primer
Kim-1 (rat)	5′ CCACAACTACAAGACCCACAACCAC 3′	5′ GGATGTCACAGTGCCATTCCAG 3′
Kim-1 (mouse)	5′ GGAAGTAAAGGGGGTAGTGGG 3′	5′ AAGCAGAAGATGGGCATTGC 3′
Vimentin	5′ ACCGCTTCGCCAACTACATC 3′	5′ GCAACTCCCTCATCTCCTCC 3′
Kif22	5′ CTAAGCAAGGGAGGAGTCAGC 3′	5′ TTGGCTACTTCAAGAGAGCAGC 3′
Mcm6	5′ CCGAATCTCTAACCTCATCGTGC 3′	5′ GCTCTCGCTTCCTTCACTGGAG 3′
Aurkb	5′ GATGATTGAAGGGCGGATGC 3′	5′ AAAGGGCAGAGGGAGGCAGAAC 3′
Plk1 (rat)	5′ TGCTCAAGCCCCATCAGAAG 3′	5′ AGTCGCTGTCCTCAAAAAAGC 3′
Plk1 (mouse)	5′ CCCCACCAGAAGGAGAAGATG 3′	5′ AAATACAAATACAAAGTCGCTGTCC 3′
GAPDH	5′ TCCGCCCCTTCTGCCGATG 3′	5′ CACGGAAGGCCATGCCAGTGA 3′

### Separation of cortex and medulla

To confirm that there was no contamination between cortex and medulla, the mRNA levels for sodium chloride cotransporter (NCC) as a specific gene expressed in cortex was quantified by real-time PCR on the ABI Prism 7300 Sequence Detection System (*Taq*Man, ABI, Foster City, CA, assay number assay number Rn00571074_m1). As an endogenous control, we used eukaryotic 18S rRNA (predesigned assay reagent, external run, ABI). The relative quantification of expression was performed using the comparative CT method [31] Results revealed that mRNA levels of NCC were abundantly expressed in renal cortex (1±0.07) as compared to renal medulla (0.001±0.0001) demonstrating that there was no contamination of the cortex with medulla (Figure S1).

### Microarray analysis

Biotin-16-UTP was used during in vitro transcription. Microarray analysis was performed in biological triplicates. Labeled RNAs were hybridized onto Gene chip array RatRef-12 V1.0 (BD-202-0202 Illumina San Diego CA.), which contains 22,523 genes for rat. For mouse RNA, we used MouseRef-8 V1.1 (AMIL1791 Illumina San Diego; CA.) with 24,854 genes following the manufacturer's instructions. After washing and blocking, streptavidin-Cy3 was used to crosslink the amplified RNA, which were scanned by the Illumina bead reader. The data was analyzed using Illumina bead studio software (Illumina San Diego; CA). The scanned intensity values were quantile normalized for subsequent analysis. The expression microarray data can be accessed from Gene Expression Omnibus (GEO) with accession number of GSE27274 (rat) and GSE28054 (mouse).

### Pathway analysis

Agglomerative hierarchical clustering was performed for the highly variable 2000 genes from expression profiles ofrenal I/R injury (rat) and nephrogenic models (mouse). For clustering, 1 minus Pearson correlation coefficient was used as distance with average linkage [32]. For functional gene set, we obtained GO categories from MSigDB database (http://www.broadinstitute.org/gsea/msigdb/index.jsp; c5 GO category) [33]. Pathway analysis was performed using parametric analysis of gene expression (PAGE) method [14]. For individual GO categories, the significance of enrichment was measured by converting the mean fold change of genes belonging to the GO category into *Z* score. The significance of enrichment was measured across 6 comparisons (3 time points after I/R injury against sham, cortex and medulla, respectively) and 2 comparisons (PN1d and PN7d against E16d). Significantly (Bonferroni corrected *P*<0.05) enriched GO categories were collected with leading edge gene subsets (fold change >1.5 or <−1.5). A full list of enriched GO categories are available in Tables S1,S2,S3 (I/R injury in cortex and medulla as well as mouse developmental kidney). To construct functional network of gene sets or association map, we first collected genes showing highly up- or down-regulation (fold change >1.5 or <−1.5, respectively) for 8 time scales (6 for rat kidney and 2 for mouse kidney) [34]. Sixteen sets of differentially expressed genes were then measured for the significant of enrichment with GO categories by Fisher's exact test and 57 GO categories showing significant enrichment (Bonferroni corrected *P*<0.05) with any of 16 gene sets were selected. We ignored the down-regulated genes in PN1d in network since they do not show significant association with other gene sets. 

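Few genes fell far by PN1d in the mouse kidney, and red cell genes were among them. Past 1.5-fold, 313 genes were lower at PN1d than at E16d, and 3 were lower by over 1.5 on the log2 scale. These 3 were Hbb-bt, an adult beta-globin (-3.67 (standard error 0.55, adjusted p = 4.40e-05)), Csrp1, a LIM-domain protein of muscle and stroma (-2.33 (standard error 0.52, adjusted p = 0.00157)), and Alas2, the first enzyme of heme synthesis in red cell precursors (-1.58 (standard error 0.23, adjusted p = 3.17e-05)). Next came Hsph1, a heat shock protein, at -1.44 (standard error 0.080, adjusted p = 1.70e-09), then Hk2 (-1.41) and Pttg1, the securin that guards sister chromatids, at -1.38 (standard error 0.36, adjusted p = 0.00465). Fam111a, a nuclear protease linked to replication, changed by -1.19 (standard error 0.060, adjusted p = 6.20e-10), Nme4, a mitochondrial nucleoside diphosphate kinase, by -1.13 (standard error 0.074, adjusted p = 7.82e-09), and Ppp1r3c, which targets a phosphatase to glycogen, by -1.32 (standard error 0.16, adjusted p = 3.67e-06). Sox11 was also lower (-1.11).
Without PN1d replicate 2, 6 genes passed 1.5 on the log2 scale, and 5 did with a background correction added after seeing the data, which also gave 500 genes past 1.5-fold.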

The selected GO categories were manually curated into 6 functional categories (cell cycle/mitosis, immune/inflammation, transport, metabolism, cytoskeleton, and others). The collected 72 gene sets (57 GO categories and 15 regeneration-/development-associated gene sets) were measured for the significance of enrichment in a pairwise manner. We used CytoScape software to construct a network using organic layout [35]. In the network, the gene sets are represented as nodes and the significant association between the gene sets was shown as edge.

### Immunofluorescence

After perfusion, the kidneys were isolated, frozen and later sectioned in slides of 5 µm thickness. For single staining, cryo-sections from 4 rats of each group and three E17d tissues were fixed in 10% formaldehyde for 5 min, followed by 5 min 0.1% Triton-X permeabilization, and then blocking with BSA 3% for 60 min. After washing, the sections were incubated overnight with rabbit monoclonal anti-Ki67 (Vector Laboratories, Burlingame, CA), rabbit anti Kif22 1∶1000 (Abcam, Cambridge MA), rabbit anti Plk1 antibody 1∶500 (Cell Signaling Technology Inc), and rabbit anti Aurkb (1∶500) (Cell Signaling Technology Inc, Danvers.MA). Goat anti-mcm6 antibody 1∶1000 (Abcam, Cambridge MA.) at 4°C was used. After washing, sections were incubated at room temperature with secondary antibody Cy3 conjugated goat anti rabbit 1∶600 (Jackson Immune research, West Grove Pa) or alexafluor 488 conjugated donkey anti goat 1∶500 (Invitrogen) for 60 min and washed again. The images were captured by Nikon DS-QiMc camera attached to Nikon eclipse 90i flourescence microscope using oil immersion objectives (40× magnification) by Nikon NIS elements AR ver3.2 software.

### Statistics

Data are expressed as average+standard error. Statistical difference (*P*<0.05) as calculated by one way ANOVA or student's t-test. *P*<0.05 was considered significant and represented by ‘*’ where applicable. All graphs were generated by GraphPad Prism (GraphPad, Inc., La Jolla, CA).

## Supporting Information

Figure S1 **Realtime PCR analysis confirming no cross contamination between kidney cortex and medulla.** Real time-PCR for sodium chloride cotransporter (NCC) that is expressed only in the cortex was conducted. Results were normalized to eukaryotic 18S rRNA as control gene. * represents *p*<0.05 determined by t test with respect to renal cortex.
(TIF)

Table S1 **The GO functional categories significantly (Bonferroni corrected P<0.05) enriched in cortex I/R injury profiles.** The functions up- and down-regulated in each time scale (6 hr, 24 hr and 120 hr) compared to Sham are shown. The gene size and uncorrected significance level are also shown. Leading edge genes represent genes highly up- and down-regulated (fold change >1.5 and <−1.5) among the genes belonging to the corresponding GO categories.
(PDF)

Table S2 **The GO functional categories significantly enriched in medulla I/R injury profiles.**
(PDF)

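Table S3 lists, for each postnatal age and direction, the Gene Ontology categories that passed the paper's test and the leading-edge genes in them, those with the largest fold changes. It holds 79 categories up and 83 down at PN1d, and 65 up and 109 down at PN7d, as the paper's own counts. The paper's leading edges hold 34 different gene symbols up and 1 down at PN1d, and 58 up and 25 down at PN7d. Both PDK4 and PKD4 are among the 34, and PKD4, listed once, was not matched to a gene here. Of these, 29, 1, 51 and 20 were among the genes tested here, and each was changed in the direction the table gives. The study picked these genes by fold change in the same arrays, so their direction here is not independent evidence. The smallest log2 fold changes were 1.63 for the genes up at PN1d and 1.53 for those up at PN7d. For the genes down they were -1.58 at PN1d, of Alas2, and -1.53 at PN7d, of Cdca7, a target of Myc and E2F. For comparison, 73 of the genes tested here rose by over 1.5 on the log2 scale at PN1d and 502 by over 1.5-fold. Every leading-edge gene measured thus also passes 1.5 on the log2 scale, which argues that the paper's threshold was on that scale. The categories themselves were not tested again, since their gene sets were not used here, and 1 category was not readable.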

Table S3 **The GO functional categories significantly enriched in developing kidney.** The expression profiles from postnatal day 1 and 7 (PN1d and PN7d) are compared to that of embryonic kidney (E16d).
(PDF)

# Supplementary material for: Gene Expression Analysis Reveals the Cell Cycle and Kinetochore Genes Participating in Ischemia Reperfusion Injury and Early Development in Kidney
**Source:** PLoS One. 2011 Sep 28;6(9):e25679. doi: 10.1371/journal.pone.0025679
**Supplement:** Table S1 — The GO functional categories significantly (Bonferroni corrected P<0.05) enriched in cortex I/R injury profiles. The functions up- and down-regulated in each time scale (6 hr, 24 hr and 120 hr) compared to Sham are shown. The gene size and uncorrected significance level are also shown. Leading edge genes represent genes highly up- and down-regulated (fold change >1.5 and <−1.5) among the genes belonging to the corresponding GO categories.

Supplementary Table 1. The GO functional categories significantly (Bonferroni corrected $P < 0.05$) enriched in cortex I/R injury profiles. The functions up- and down-regulated in each time scale (6hr, 24hr and 120hr) compared to Sham are shown. The gene size and significance level (uncorrected) are also shown. Leading edge genes represent genes highly up- and down-regulated (fold change > 1.5 and < -1.5) among the genes belonging to the corresponding GO categories.

Scale	GO category	Gene	Pvalue	Leading edge genes
Up (6hr)	PROTEASOME COMPLEX	18	7.647E-13	
	RESPONSE_TO_STRESS	351	6.149E-11	CCL20,CXCL10,HSPB1,CLDN3,S100A8,GADD45G,BTG2
	DEFENSE RESPONSE	175	1.809E-09	S100A8,CCL20,CXCL10,FOSL1
	INFLAMMATORY RESPONSE	96	7.742E-09	S100A8,CXCL10,CCL20
	CHEMOKINE RECEPTOR BINDING	26	2.708E-08	CXCL10,CCL20
	G PROTEIN COUPLED RECEPTOR BINDING	33	2.832E-08	CXCL10,CCL20
	CHEMOKINE ACTIVITY	25	3.05E-08	CXCL10,CCL20
	REGULATION_OF_CELL_PROLIFERATION	227	5.095E-08	RARRES1,ADAMTS1,CXCL10,EMP3,TIMP1,FOSL1,BTG2
	NEGATIVE_REGULATION_OF_BIOLOGICAL_PROCESS	457	5.642E-08	CRYAB,ADAMTS1,HSPB1,TIMP1,RARRES1,EMP3,BTG2
	CYTOKINE ACTIVITY	68	1.105E-07	CXCL10,CCL20
	CELL DEVELOPMENT	421	1.724E-07	CRYAB,HSPB1
	NEGATIVE_REGULATION_OF_CELLULAR_PROCESS	437	2.111E-07	CRYAB,ADAMTS1,HSPB1,TIMP1,RARRES1,EMP3,BTG2
	NEGATIVE REGULATION OF DEVELOPMENTAL PROCESS	146	3.342E-07	CRYAB,HSPB1
	PROGRAMMED CELL DEATH	315	3.364E-07	CRYAB,HSPB1
	APOPTOSIS GO	314	4.288E-07	CRYAB,HSPB1
	NEGATIVE REGULATION OF PROGRAMMED CELL DEATH	113	4.581E-07	CRYAB,HSPB1
	NEGATIVE REGULATION OF APOPTOSIS	112	6.534E-07	CRYAB,HSPB1
	CELL_PROLIFERATION_GO_0008283	364	9.197E-07	ADAMTS1,CXCL10,TIMP1,FOSL1,RARRES1,EMP3,BTG2
	REGULATION OF DEVELOPMENTAL PROCESS	312	9.484E-07	CRYAB,HSPB1
	REGULATION OF I KAPPAB KINASE NF KAPPAB CASCADE	60	9.636E-07	HMOX1
	MACROMOLECULAR COMPLEX	598	2.046E-06	
	POSITIVE_REGULATION_OF_I_KAPPAB_KINASE_NF_KAPPAB_CASCADE	58	2.54E-06	HMOX1
	POSITIVE REGULATION OF BIOLOGICAL PROCESS	461	2.803E-06	CXCL10,TIMP1,HMOX1,FOSL1
	EXTRACELLULAR SPACE	173	2.873E-06	PVR,CCL20,IGFBP1
	TRANSLATION	119	2.95E-06	HSPB1
	POSITIVE REGULATION OF CELLULAR PROCESS	436	4.14E-06	CXCL10,TIMP1,HMOX1,FOSL1
	REGULATION OF PROGRAMMED CELL DEATH	246	4.317E-06	CRYAB,HSPB1
	CELL CELL SIGNALING	302	4.697E-06	CCL20,CXCL10,NQO1
	POSITIVE REGULATION OF SIGNAL TRANSDUCTION	80	4.812E-06	HMOX1
	ANTI APOPTOSIS	86	5.138E-06	CRYAB,HSPB1
	REGULATION OF APOPTOSIS	245	5.534E-06	CRYAB,HSPB1
	LOCOMOTORY BEHAVIOR	70	5.816E-06	CXCL10,FOSL1,CCL20
	INTRACELLULAR SIGNALING CASCADE	452	7.494E-06	HMOX1,GADD45G
	POSITIVE REGULATION OF CELL PROLIFERATION	110	1.032E-05	CXCL10,TIMP1,FOSL1
	EXTRACELLULAR REGION	320	1.19E-05	CCL20,PVR,IGFBP1
	RRNA METABOLIC PROCESS	10	1.572E-05	
	EXTRACELLULAR REGION PART	238	1.746E-05	PVR,CCL20,IGFBP1
	CELLULAR BIOSYNTHETIC PROCESS	214	1.912E-05	HSD3B1,NQO1,HSPB1
	IMMUNE SYSTEM PROCESS	228	1.931E-05	CCL20
	PROTEIN COMPLEX	526	2.354E-05	
	CALCIUM INDEPENDENT CELL CELL ADHESION	16	3.167E-05	CLDN3
	DNA METABOLIC PROCESS	170	3.829E-05	GADD45G,BTG2
Down (6hr)	GOLGI_APPARATUS_PART	66	1.527E-06	TGOLN2,STEAP2
	GOLGI MEMBRANE	29	2.956E-06	STEAP2
	MITOCHONDRION	217	1.362E-05	GATM,MAOB
Up (24hr)	MITOTIC_CELL_CYCLE	106	9.949E-19	PRC1,KNTC1,TTK,CCNA2,PLK1,KIF23,KIF22,DLG7,TPX2,UBE2C,BUB1,CDKN3
	NON_MEMBRANE_BOUND_ORGANELLE	359	4.148E-15	TPX2,BUB1,CCNB2,PRC1,KNTC1,ARPC1B,HMGB2,PLK1,KIF23,KIF22,DLG7,CDC20,TTK,NOLA2
	INTRACELLULAR_NON_MEMBRANE_BOUND_ORGANELLE	359	4.148E-15	TPX2,BUB1,CCNB2,PRC1,KNTC1,ARPC1B,HMGB2,PLK1,KIF23,KIF22,DLG7,CDC20,TTK,NOLA2
	CELL_CYCLE_PROCESS	134	8.414E-15	CCNA2,TPX2,BUB1,CDKN3,PRC1,KNTC1,TTK,PLK1,KIF23,KIF22,DLG7,UBE2C
	STRUCTURAL MOLECULE ACTIVITY	162	8.642E-15	FBLN1,MGP,ARPC1B
	STRUCTURAL CONSTITUENT OF RIBOSOME	72	1.423E-14	
	CHROMOSOMAL PART	60	1.56E-14	KIF22,BUB1
	CELL_CYCLE_GO_0007049	210	2.722E-14	CCNA2,CDC20,TPX2,BUB1,GMNN,CDKN3,PRC1,KNTC1,TTK,PLK1,KIF23,KIF22,DLG7,UBE2C
	M_PHASE_OF_MITOTIC_CELL_CYCLE	59	1.537E-13	KIF22,KNTC1,TTK,DLG7,CCNA2,TPX2,UBE2C,BUB1,PLK1
	M_PHASE	80	4.539E-13	KNTC1,TTK,CCNA2,PLK1,KIF22,DLG7,TPX2,UBE2C,BUB1
	CHROMOSOME	77	1.292E-12	HMGB2,KIF22,BUB1
	SPINDLE	30	1.43E-12	KIF23,PRC1,KNTC1,TTK,DLG7,BUB1,TPX2,CDC20
	MITOSIS	57	4.171E-12	KIF22,KNTC1,TTK,CCNA2,TPX2,UBE2C,BUB1,PLK1
	CELL_CYCLE_PHASE	119	1.57E-11	KNTC1,TTK,CCNA2,PLK1,KIF22,DLG7,TPX2,UBE2C,BUB1,CDKN3
	REPLICATION FORK	13	2.84E-10	

	EXTRACELLULAR_REGION_PART	238	4.65E-10	PVR,WFDC2,CCL20,FBLN1,MGP,FGG,FGB,HPX,IGFBP1
	DNA METABOLIC PROCESS	170	1.742E-09	S100A11,GMNN,HMGB2
	TRANSLATION	119	3.999E-09	
	RESPONSE TO DNA DAMAGE STIMULUS	103	6.037E-09	CCNA2,HMGB2
	EXTRACELLULAR_REGION	320	6.942E-09	WFDC2,CCL20,MGP,FGG,FGB,PVR,FBLN1,HPX,IGFBP1
	EXTRACELLULAR_SPACE	173	8.95E-09	PVR,WFDC2,CCL20,FBLN1,FGG,FGB,HPX,IGFBP1
	DNA REPLICATION	67	1.264E-08	HMGB2,S100A11,GMNN
	RESPONSE_TO_STRESS	351	1.394E-08	CCNA2,CCL20,CXCL11,CXCL10,HMGB2,CLDN3
	MITOTIC CELL CYCLE CHECKPOINT	16	3.712E-08	KNTC1,TTK,BUB1,CCNA2
	CHROMOSOME PERICENTRIC REGION	17	5.133E-08	KIF22,BUB1
	MACROMOLECULAR_COMPLEX	598	5.872E-08	KIF23,KIF22,BUB1,ARPC1B,FGG,FGB,SNRPA,NOLA2
	NUCLEUS	836	6.632E-08	PRC1,KIF22,CCNA2,TPX2,HMGB2,DLG7,S100A6,LGALS3,S100A11,NUPR1,SNRPA,NOLA2,NRM
	KINETOCHORE	16	1.101E-07	KIF22,BUB1
	CHEMOKINE ACTIVITY	25	1.669E-07	CXCL11,CXCL10,CCL20
	CHEMOKINE RECEPTOR BINDING	26	3.337E-07	CXCL11,CXCL10,CCL20
	CELL_PROLIFERATION_GO_0008283	364	3.443E-07	ADAMTS1,TPX2,BUB1,CXCL10,TIMP1,PLK1,S100A11,CDKN3,TTK,EMP3
	DEFENSE RESPONSE	175	3.546E-07	CCL20,CXCL11,CXCL10
	DNA DEPENDENT DNA REPLICATION	37	6.174E-07	HMGB2,GMNN,S100A11
	RESPONSE TO ENDOGENOUS STIMULUS	129	6.337E-07	CCNA2,HMGB2
	REGULATION OF MITOSIS	31	8.814E-07	KNTC1,TTK,BUB1,CCNA2,UBE2C
	MICROTUBULE_CYTOSKELETON	93	9.703E-07	PRC1,KNTC1,TTK,CDC20,PLK1,KIF23,DLG7,TPX2,BUB1,CCNB2
	INFLAMMATORY RESPONSE	96	1.021E-06	CXCL11,CXCL10,CCL20
	REGULATION OF DEVELOPMENTAL PROCESS	312	1.052E-06	CRYAB
	DNA REPAIR	82	1.94E-06	HMGB2
	PROTEIN COMPLEX	526	2.097E-06	KIF23,KIF22,BUB1,ARPC1B,FGG,FGB
	CELLULAR BIOSYNTHETIC PROCESS	214	2.311E-06	
	CYTOSKELETAL_PART	132	2.717E-06	CDC20,TPX2,BUB1,PRC1,KNTC1,TTK,ARPC1B,PLK1,KIF23,DLG7
	G PROTEIN COUPLED RECEPTOR BINDING	33	2.916E-06	CXCL11,CXCL10,CCL20
	PROGRAMMED CELL DEATH	315	3.056E-06	CRYAB
	SPINDLE POLE	16	3.177E-06	KNTC1,TPX2,DLG7,BUB1
	APOPTOSIS GO	314	3.47E-06	CRYAB
	REGULATION OF PROGRAMMED CELL DEATH	246	4.517E-06	CRYAB
	PROTEASOME COMPLEX	18	5.096E-06	
	REGULATION OF APOPTOSIS	245	5.181E-06	CRYAB
	NUCLEAR CHROMOSOME	32	7.883E-06	HMGB2
	CELL DEVELOPMENT	421	8.398E-06	CRYAB
	REGULATION_OF_CELL_PROLIFERATION	227	1.658E-05	ADAMTS1,S100A11,CDKN3,TTK,CXCL10,EMP3,TIMP1
	RRNA METABOLIC PROCESS	10	1.871E-05	NOLA2
	CYTOKINE ACTIVITY	68	1.926E-05	IL19,CXCL11,CXCL10,CCL20
	NEGATIVE REGULATION OF DEVELOPMENTAL PROCESS	146	2.209E-05	CRYAB
	CYTOSKELETON	210	2.557E-05	CDC20,TPX2,BUB1,CCNB2,PRC1,KNTC1,TTK,ARPC1B,PLK1,KIF23,DLG7
Down<br>(24hr)	NEGATIVE REGULATION OF PROGRAMMED CELL DEATH	113	2.928E-05	CRYAB
	NEGATIVE REGULATION OF APOPTOSIS	112	3.454E-05	CRYAB
	MACROMOLECULE BIOSYNTHETIC PROCESS	205	3.476E-05	
	NUCLEAR PART	318	3.939E-05	HMGB2,SNRPA,NOLA2,NRM
	MITOCHONDRION	217	1.012E-10	PDHA1,GATM,TBRG4,DMGDH
	ORGANIC ACID METABOLIC PROCESS	130	2.44E-07	GATM
	CARBOXYLIC ACID METABOLIC PROCESS	128	6.533E-07	GATM
	GOLGI APPARATUS PART	66	3.994E-06	TGOLN2,STEAP2
	OXIDOREDUCTASE_ACTIVITY__ACTING_ON_THE_ALDEHYDE_OR_OXO__GROUP_OF_DONORS	15	6.216E-06	ALDH8A1,ALDH9A1
	SECONDARY_ACTIVE_TRANSMEMBRANE_TRANSPORTER_ACTIVITY	35	8.538E-06	SLC5A2
	SYMPORTER ACTIVITY	26	2.699E-05	SLC5A2
	AMINO ACID AND DERIVATIVE METABOLIC PROCESS	80	3.19E-05	GATM
	STRUCTURAL_CONSTITUENT_OF_RIBOSOME	72	2.04E-26	
Up<br>(120hr)	STRUCTURAL MOLECULE ACTIVITY	162	3.543E-26	
	CHEMOKINE ACTIVITY	25	1.638E-22	CXCL1,CCL2,CXCL11,CXCL10,CCL20
	CHEMOKINE RECEPTOR BINDING	26	5.731E-22	CXCL1,CCL2,CXCL11,CXCL10,CCL20
	EXTRACELLULAR REGION PART	238	7.257E-22	PVR,CXCL1,CCL20,C2,IL1B,CCL2,FGB,IGFBP1
	G PROTEIN COUPLED RECEPTOR BINDING	33	1.103E-19	CXCL11,CXCL10,CXCL1,CCL2,CCL20
	EXTRACELLULAR REGION	320	7.77E-19	CCL20,C2,IL1B,CCL2,FGB,PVR,CXCL1,IGFBP1
	DEFENSE RESPONSE	175	1.915E-18	CXCL1,CCL20,C2,CXCL11,CXCL10
	INFLAMMATORY RESPONSE	96	3.239E-18	CXCL11,CXCL10,CXCL1,CCL20,C2
	IMMUNE SYSTEM PROCESS	228	1.674E-16	CCL20,C2,CCL2
	CYTOKINE ACTIVITY	68	1.96E-15	IL19,CXCL11,CXCL10,CCL2,CXCL1,CCL20
	EXTRACELLULAR SPACE	173	1.395E-13	PVR,CXCL1,CCL20,C2,IL1B,CCL2,FGB,IGFBP1
	IMMUNE RESPONSE	161	1.78E-13	CCL20,C2,CCL2
	NEGATIVE_REGULATION_OF_BIOLOGICAL_PROCESS	457	4.929E-13	ADAMTS1,HPGD,IL1B,CCL2,TIMP1,S100A11,CXCL1
		1		

LOCOMOTORY BEHAVIOR	70	1.84E-12	CXCL11,CXCL10,CCL2,CXCL1,CCL20
REGULATION OF DEVELOPMENTAL PROCESS	312	3.32E-12	CCL2
RESPONSE TO STRESS	351	4.78E-12	CCL20,C2,CXCL11,CXCL10,CLDN3,CXCL1
NEGATIVE_REGULATION_OF_CELLULAR_PROCESS	437	4.861E-12	ADAMTS1,HPGD,IL1B,CCL2,TIMP1,S100A11,CXCL1
RESPONSE TO WOUNDING	142	5.091E-12	CXCL11,CXCL10,CXCL1,CCL20,C2
PROTEINACEOUS EXTRACELLULAR MATRIX	70	6.766E-12	
EXTRACELLULAR MATRIX	72	1.521E-11	
PROGRAMMED CELL DEATH	315	7.813E-11	IL1B,CCL2
APOPTOSIS GO	314	8.361E-11	IL1B,CCL2
TRANSLATION	119	8.633E-11	
RESPONSE TO EXTERNAL STIMULUS	228	1.642E-10	CXCL1,CCL20,C2,CXCL11,CXCL10,CCL2
HUMORAL IMMUNE RESPONSE	20	2.082E-10	CCL2,C2
COLLAGEN	18	4.514E-10	
POSITIVE REGULATION OF BIOLOGICAL PROCESS	461	7.413E-10	C2,CXCL10,TIMP1
REGULATION OF CELL PROLIFERATION	227	9.682E-10	ADAMTS1,S100A11,CXCL1,CXCL10,IL1B,TIMP1
CELL DEVELOPMENT	421	2.846E-09	IL1B,CCL2
REGULATION OF PROGRAMMED CELL DEATH	246	4.806E-09	CCL2
REGULATION OF APOPTOSIS	245	5.145E-09	CCL2
POSITIVE REGULATION OF CELLULAR PROCESS	436	5.745E-09	CXCL10,TIMP1
CELL PROLIFERATION GO 0008283	364	1.286E-08	ADAMTS1,CXCL10,IL1B,TIMP1,S100A11,CXCL1
EXTRACELLULAR MATRIX PART	35	1.84E-08	
NON MEMBRANE BOUND ORGANELLE	359	3.988E-08	CCNB2,PRC1
INTRACELLULAR NON MEMBRANE BOUND ORGANELLE	359	3.988E-08	CCNB2,PRC1
CELLULAR BIOSYNTHETIC PROCESS	214	4.529E-08	HPGD
RECEPTOR BINDING	246	9.207E-08	CXCL1,CCL20,IL19,CXCL11,CXCL10,CCL2
NEGATIVE REGULATION OF DEVELOPMENTAL PROCESS	146	1.151E-07	CCL2
BIOSYNTHETIC PROCESS	303	4.552E-07	HPGD
MULTICELLULAR ORGANISMAL DEVELOPMENT	711	4.929E-07	CXCL10,CCL2,CXCL1,TNFRSF12A,LAMC2
REGULATION OF I KAPPAB KINASE NF KAPPAB CASCADE	60	6.156E-07	
NEGATIVE REGULATION OF PROGRAMMED CELL DEATH	113	6.467E-07	CCL2
NEGATIVE REGULATION OF APOPTOSIS	112	6.888E-07	CCL2
PROTEIN METABOLIC PROCESS	809	7.464E-07	C2,CCL2,TIMP1
ANATOMICAL STRUCTURE DEVELOPMENT	688	1.083E-06	CXCL10,CCL2,CXCL1,LAMC2
CELLULAR PROTEIN METABOLIC PROCESS	740	1.524E-06	C2,CCL2,TIMP1
PROTEOLYSIS	129	1.733E-06	TIMP1,C2
SYSTEM DEVELOPMENT	595	2.262E-06	CXCL10,CCL2,CXCL1,LAMC2
POSITIVE_REGULATION_OF_I_KAPPAB_KINASE_NF_KAPPAB_CASCADE	58	2.264E-06	
CELLULAR MACROMOLECULE METABOLIC PROCESS	749	2.267E-06	C2,CCL2,TIMP1
CELLULAR DEFENSE RESPONSE	35	2.453E-06	
EPIDERMIS DEVELOPMENT	40	3.216E-06	LAMC2
INTRACELLULAR SIGNALING CASCADE	452	3.301E-06	CCL2,CXCL1
BEHAVIOR	118	3.474E-06	CXCL11,CXCL10,CCL2,CXCL1,CCL20
MACROMOLECULE BIOSYNTHETIC PROCESS	205	3.583E-06	
NEGATIVE REGULATION OF CELL PROLIFERATION	117	3.733E-06	IL1B,ADAMTS1,S100A11,CXCL1
MITOTIC CELL CYCLE	106	3.816E-06	PRC1
MACROMOLECULAR COMPLEX	598	4.356E-06	FGF
ECTODERM DEVELOPMENT	42	4.682E-06	LAMC2
POSITIVE REGULATION OF SIGNAL TRANSDUCTION	80	6.003E-06	
POSITIVE REGULATION OF CELL PROLIFERATION	110	7.308E-06	CXCL10,TIMP1
RNA BINDING	169	1.232E-05	
POSITIVE REGULATION OF DEVELOPMENTAL PROCESS	150	1.353E-05	
PROTEIN KINASE CASCADE	193	1.501E-05	CCL2
ADAPTIVE IMMUNE RESPONSE	17	1.825E-05	C2
TISSUE DEVELOPMENT	84	2.206E-05	LAMC2
ANTI APOPTOSIS	86	2.515E-05	CCL2
PROTEASOME COMPLEX	18	2.641E-05	
REGULATION OF ANGIOGENESIS	19	2.969E-05	
ICOSANOID METABOLIC PROCESS	10	3.747E-05	HPGD
EXTRACELLULAR MATRIX STRUCTURAL CONSTITUENT	20	4.03E-05	
Down (120hr)	217	1.085E-07	MAOB
GOLGI APPARATUS PART	66	3.139E-06	
ORGANIC ACID METABOLIC PROCESS	130	4.496E-06	
CARBOXYLIC ACID METABOLIC PROCESS	128	6.055E-06	
SECONDARY_ACTIVE_TRANSMEMBRANE_TRANSPORTER_ACTIVITY	35	1.52E-05	
SYMPORTER ACTIVITY	26	1.749E-05	
AMINO ACID METABOLIC PROCESS	61	2.126E-05	
CARBOHYDRATE TRANSMEMBRANE TRANSPORTER ACTIVITY	14	2.55E-05

# Supplementary material for: Gene Expression Analysis Reveals the Cell Cycle and Kinetochore Genes Participating in Ischemia Reperfusion Injury and Early Development in Kidney
**Source:** PLoS One. 2011 Sep 28;6(9):e25679. doi: 10.1371/journal.pone.0025679
**Supplement:** Table S2 — The GO functional categories significantly enriched in medulla I/R injury profiles.

Supplementary Table 2. The GO functional categories significantly enriched in medulla I/R injury profiles.

Scale	GO category	Gene	Pvalue	Leading edge genes
Up (6hr)	REGULATION_OF_CELL_PROLIFERATION	227	5.256E-16	ADAMTS1,SPHK1,S100A11,CXCL1,CXCL10,EMP3,IFITM1,TIMP1,FOSL1,BTG2
	POSITIVE_REGULATION_OF_BIOLOGICAL_PROCESS	461	2.062E-14	SPHK1,CXCL10,TIMP1,HMOX1,FOSL1,FST,LGALS1,EGR1,TNFRSF1A
	POSITIVE_REGULATION_OF_CELLULAR_PROCESS	436	6.82E-14	SPHK1,CXCL10,TIMP1,HMOX1,FOSL1,LGALS1,EGR1,TNFRSF1A
	STRUCTURAL_MOLECULE_ACTIVITY	162	7.162E-14	MATN1,FBLN1,ARPC1B,ARPC3,ANXA1
	CHEMOKINE_ACTIVITY	25	1.361E-13	CXCL1,CXCL11,CXCL10
	DEFENSE_RESPONSE	175	1.427E-13	S100A8,ELF3,CXCL1,CXCL11,CXCL10,ADORA2A,FOSL1,TNFRSF1A,ANXA1
	CHEMOKINE_RECEPTOR_BINDING	26	3.359E-13	CXCL1,CXCL11,CXCL10
	NEGATIVE_REGULATION_OF_CELLULAR_PROCESS	437	5.369E-12	ADAMTS1,SPHK1,HSPB1,IFITM1,TIMP1,ARHGDIB,ANXA1,ANXA5,FST,RND1,S100A11,TAX1BP3,CXCL1,GMNN,CAPG,EMP3,GSN,BTG2
	CELL_DEVELOPMENT	421	7.492E-12	SPHK1,HSPB1,ADORA2A,HSPA2,ANXA1,ANXA5,S100A4,RND1,LGALS1,CD14
	NEGATIVE_REGULATION_OF_BIOLOGICAL_PROCESS	457	1.214E-11	ADAMTS1,SPHK1,HSPB1,IFITM1,TIMP1,ARHGDIB,ANXA1,ANXA5,FST,RND1,S100A11,TAX1BP3,CXCL1,GMNN,CAPG,EMP3,GSN,BTG2
	CELL_PROLIFERATION_GO_0008283	364	1.864E-11	ADAMTS1,SPHK1,CXCL10,IFITM1,TIMP1,FOSL1,TACSTD2,S100A11,CXCL1,EMP3,EMP1,BTG2
	POSITIVE_REGULATION_OF_CELL_PROLIFERATION	110	2.715E-11	CXCL10,TIMP1,SPHK1,FOSL1
	IMMUNE_SYSTEM_PROCESS	228	3.115E-11	IFITM3,ARHGDIB,APLN,PSMB10
	INFLAMMATORY_RESPONSE	96	3.487E-11	S100A8,CXCL11,CXCL10,ADORA2A,ELF3,CXCL1,TNFRSF1A,ANXA1
	CALCIUM_INDEPENDENT_CELL_CELL_ADHESION	16	5.57E-11	CLDN19,CLDN4,CLDN3,CLDN1
	G_PROTEIN_COUPLED_RECEPTOR_BINDING	33	1.167E-10	CXCL11,CXCL10,CXCL1
	REGULATION_OF_DEVELOPMENTAL_PROCESS	312	2.202E-10	SPHK1,HSPB1,RNH1,ANXA1,ANXA5,FST,LGALS1
	CYTOKINE_ACTIVITY	68	2.357E-10	IL19,CXCL11,CXCL10,CXCL1,CNTF
	PROGRAMMED_CELL_DEATH	315	3.975E-10	SPHK1,HSPB1,ADORA2A,ANXA1,ANXA5,LGALS1,CD14
	APOPTOSIS_GO	314	7.604E-10	SPHK1,HSPB1,ADORA2A,ANXA1,ANXA5,LGALS1,CD14
	LOCOMOTORY_BEHAVIOR	70	9.847E-10	CXCL11,CXCL10,FOSL1,CXCL1
	STRUCTURAL_CONSTITUENT_OF_RIBOSOME	72	5.872E-09	
	NUCLEUS	836	7.875E-09	JUN,RANBP1,FOSL1,S100A6,LGALS3,S100A11,NUPR1,EGR1
	NUCLEOBASE__NUCLEOSIDE__NUCLEOTIDE_AND_NUCLEIC_ACID_METABOLIC_PROCESS	779	1.482E-08	GDA,ELF3,ADORA2A,UPP1,FST,KLF5,IRF1,JUNB,FOSL1,S100A11,GADD45G,GMNN,CTPS,EGR1,BTG2,TNFRSF1A
	RESPONSE_TO_STRESS	351	3.307E-08	F5,ELF3,CXCL11,CXCL10,HSPB1,ADORA2A,CLDN3,HSPA2,ANXA1,S100A8,GADD45G,CXCL1,BTG2,TNFRSF1A
	SYSTEM_DEVELOPMENT	595	3.388E-08	GDA,ELF3,CXCL10,ADORA2A,FST,RND1,CXCL1,EMP1,GREM1,SPHK1,COL6A3,RNH1,ANXA2,LAMC2,CSR3P3,EGR2
	EXTRACELLULAR_REGION_PART	238	4.97E-08	PVR,MATN1,C1QB,WFDC2,CXCL1,COL6A3,FBLN1,GREM1,FGB,RNH1
	ANATOMICAL_STRUCTURE_DEVELOPMENT	688	5.268E-08	GDA,ELF3,CXCL10,ADORA2A,FST,RND1,CXCL1,EMP1,GREM1,SPHK1,COL6A3,RNH1,ANXA2,LAMC2,CSR3P3,EGR2
	POSITIVE_REGULATION_OF_I_KAPPAB_KINASE_NF_KAPPAB_CASCADE	58	7.211E-08	HMOX1,TNFRSF1A,LGALS1
	NON_MEMBRANE_BOUND_ORGANELLE	359	7.882E-08	JUN,JUNB,ARPC1B,HSPB1,ARPC3,ARHGDIB,ANXA1,CAPG,GSN
	INTRACELLULAR_NON_MEMBRANE_BOUND_ORGANELLE	359	7.882E-08	JUN,JUNB,ARPC1B,HSPB1,ARPC3,ARHGDIB,ANXA1,CAPG,GSN
	REGULATION_OF_I_KAPPAB_KINASE_NF_KAPPAB_CASCADE	60	8.174E-08	HMOX1,TNFRSF1A,LGALS1
	NEGATIVE_REGULATION_OF_CELL_PROLIFERATION	117	8.689E-08	ADAMTS1,EMP3,IFITM1,S100A11,BTG2,CXCL1
	MACROMOLECULAR_COMPLEX	598	1.069E-07	ARPC3,C1QB,CAPG,ARPC1B,FGB,RNH1
	MULTICELLULAR_ORGANISMAL_DEVELOPMENT	711	1.246E-07	GDA,ELF3,CXCL10,ADORA2A,ARHGDIB,FST,RND1,CXCL1,EMP1,GREM1,SPHK1,COL6A3,TNFRSF1A,RNH1,ANXA2,LAMC2,CSR3P3,EGR2
	IMMUNE_RESPONSE	161	1.559E-07	IFITM3,ARHGDIB,APLN,PSMB10
	REGULATION_OF_PROGRAMMED_CELL_DEATH	246	1.569E-07	LGALS1,SPHK1,HSPB1,ANXA1,ANXA5
	POSITIVE_REGULATION_OF_SIGNAL_TRANSDUCTION	80	2.015E-07	LGALS1,HMOX1,TNFRSF1A
	REGULATION_OF_APOPTOSIS	245	2.925E-07	LGALS1,SPHK1,HSPB1,ANXA1,ANXA5
	EXTRACELLULAR_REGION	320	5.008E-07	WFDC2,COL6A3,FGB,RNH1,PVR,MATN1,C1QB,CXCL1,FBLN1,GREM1,GSN
	RESPONSE_TO_WOUNDING	142	6.918E-07	S100A8,CXCL11,CXCL10,F5,ADORA2A,ELF3,CXCL1,TNFRSF1A,ANXA1
	RNA_METABOLIC_PROCESS	507	7.449E-07	ELF3,FST,KLF5,IRF1,JUNB,FOSL1,TNFRSF1A
	CELL_CELL_ADHESION	54	9.094E-07	CLDN4,CLDN3,CLDN1,CLDN19
	TRANSLATION	119	1.275E-06	HSPB1
	TIGHT_JUNCTION	22	1.415E-06	CLDN19,CLDN4,CLDN3,CLDN1
	APICAL_JUNCTION_COMPLEX	23	2.768E-06	CLDN19,CLDN4,CLDN3,CLDN1
	APICOLATERAL_PLASMA_MEMBRANE	23	2.768E-06	CLDN19,CLDN4,CLDN3,CLDN1
	RESPONSE_TO_EXTERNAL_STIMULUS	228	2.846E-06	S100A8,F5,ELF3,CXCL1,CXCL11,CXCL10,ADORA2A,FOSL1,TNFRSF1A,ANXA1
	NEGATIVE_REGULATION_OF_DEVELOPMENTAL_PROCESS	146	4.685E-06	SPHK1,HSPB1,ANXA1,ANXA5
	CELLULAR_DEFENSE_RESPONSE	35	5.187E-06	FOSL1,ADORA2A
	EXTRACELLULAR_SPACE	173	5.585E-06	PVR,C1QB,WFDC2,CXCL1,FBLN1,GREM1,FGB
	I_KAPPAB_KINASE_NF_KAPPAB_CASCADE	71	5.842E-06	LGALS1,HMOX1,TNFRSF1A
	PROTEASOME_COMPLEX	18	6.612E-06	
	BEHAVIOR	118	7.128E-06	CXCL11,CXCL10,FOSL1,CXCL1
	POSITIVE_REGULATION_OF_DEVELOPMENTAL_PROCESS	150	7.776E-06	FST,SPHK1
	REGULATION_OF_SIGNAL_TRANSDUCTION	137	9.313E-06	LGALS1,TAX1BP3,HMOX1,TNFRSF1A

Down<br>(6hr)	NEGATIVE_REGULATION_OF_PROGRAMMED_CELL_DEATH	113	9.353E-06	HSPB1,SPHK1,ANXA1,ANXA5
	ACTIN_FILAMENT_BASED_PROCESS	74	1.005E-05	RND1,ARHGDIB,GSN,CXCL1,CAPG
	PROTEIN_COMPLEX	526	1.09E-05	ARPC3,C1QB,CAPG,ARPC1B,FGF,RNH1
	INTRACELLULAR_SIGNALING_CASCADE	452	1.168E-05	SPHK1,RRAD,ARHGDIB,HMOX1,LGALS1,TAX1BP3,GADD45G,CXCL1,TNFRSF1A
	PHAGOCYTOSIS	12	1.256E-05	ADORA2A,CD14
	RRNA_METABOLIC_PROCESS	10	1.263E-05	
	HUMORAL_IMMUNE_RESPONSE	20	1.276E-05	PSMB10
	NUCLEAR_PART	318	1.306E-05	JUN
	ORGAN_DEVELOPMENT	385	1.349E-05	SPHK1,ELF3,COL6A3,CXCL10,RNH1,ANXA2,FST,LAMC2,CSRP3,EMP1,EGR2
	NEGATIVE_REGULATION_OF_APOPTOSIS	112	2.009E-05	HSPB1,SPHK1,ANXA1,ANXA5
	ACTIN_CYTOSKELETON_ORGANIZATION_AND_BIOGENESIS	67	2.433E-05	RND1,ARHGDIB,GSN,CXCL1,CAPG
	IMMUNE_SYSTEM_DEVELOPMENT	63	2.684E-05	
	ION_BINDING	173	2.975E-05	S100A4,GDA,S100A8,S100A1,CRIP2,SPHK1,GSN,SPOCK2,ANXA1
	TRIBOSOME_BIOGENESIS_AND_ASSEMBLY	11	3.299E-05	
	CELLULAR_MACROMOLECULE_METABOLIC_PROCESS	749	3.555E-05	CAPG,WFDC2,TSPAN8,HSPB1,TIMP1,ANXA1,ABC G1,GSN
	CELLULAR_PROTEIN_METABOLIC_PROCESS	740	3.674E-05	CAPG,WFDC2,TSPAN8,HSPB1,TIMP1,ANXA1,ABC G1,GSN
	CELL_SURFACE_RECEPTOR_LINKED_SIGNAL_TRANSDUCTION_GO_0007166	468	3.815E-05	ADAMTS1,SPHK1,RASD1,CXCL10,IFITM1,ANXA1,TACSTD2,TAX1BP3,CXCL1,CD14,TNFRSF1A
	PROTEIN_KINASE_CASCADE	193	3.947E-05	LGALS1,GADD45G,HMOX1,TNFRSF1A
	ORGANIC_ACID_METABOLIC_PROCESS	130	6.383E-26	SLC7A9,FAH,DDAH1,GATM,QDPR,GCLC,PAH,HGD,TST,SLC25A15,HAO2,NFS1,FTCD,GLYAT,GAMT,CYP4F2
	CARBOXYLIC_ACID_METABOLIC_PROCESS	128	1.221E-23	SLC7A9,FAH,DDAH1,GATM,QDPR,GCLC,PAH,HGD,SLC25A15,HAO2,NFS1,FTCD,GLYAT,GAMT,CYP4F2
	AMINO_ACID_AND_DERIVATIVE_METABOLIC_PROCESS	80	1.185E-22	SLC7A9,FAH,DDAH1,GATM,QDPR,SULT1B1,CCBL1,GCLC,PAH,HGD,DIO1,SLC25A15,NFS1,GAMT
	OXIDOREDUCTASE_ACTIVITY	203	1.495E-18	ALDH8A1,GCDH,HGD,GPX3,SARDH,GRHPR,HAO2,FMO1,HAAO,MIOX,NQO2,QDPR,PAH,KMO,DIO1,CAT,ALDH9A1,DMGDH,NOX4,CYP4F2
	NITROGEN_COMPOUND_METABOLIC_PROCESS	115	4.181E-18	SLC7A9,FAH,DDAH1,GATM,QDPR,SULT1B1,GCLC,PAH,HGD,TST,DIO1,SLC25A15,NFS1,SULT1C2,GAMT
	AMINE_METABOLIC_PROCESS	107	6.477E-18	SLC7A9,FAH,DDAH1,GATM,QDPR,SULT1B1,GCLC,PAH,HGD,DIO1,SLC25A15,NFS1,SULT1C2,GAMT
	ANION_TRANSMEMBRANE_TRANSPORTER_ACTIVITY	42	7.31E-18	SLC22A6,SLC4A1,SLC4A4,SLC22A7,SLC22A8,SLC34A1,SLC34A3,SLC26A4,SLC12A3,SLC17A3,SLC17A1,SLC13A2
	MITOCHONDRIUM	217	3.191E-17	GATM,GCDH,HMGCS2,NIPSNAP1,SARDH,NFS1,ASS,AMACR,SLC25A15,PC,OAT,DMGDH,GLYAT
	AMINO_ACID_METABOLIC_PROCESS	61	1.543E-16	SLC7A9,FAH,DDAH1,QDPR,GCLC,NFS1,PAH,HGD,SLC25A15
	ANION_TRANSPORT	23	5.621E-15	SLC22A6,SLC4A1,SLC22A7,SLC22A8,SLC34A1,SLC34A3,SLC26A4,SLC17A5,SLC17A1
	NITROGEN_COMPOUND_CATABOLIC_PROCESS	26	2.106E-13	FAH,DDAH1,HGD,TST
	SECONDARY_ACTIVE_TRANSMEMBRANE_TRANSPORTER_ACTIVITY	35	4.124E-13	SLC5A2,SLC15A2,SLC4A4,SLC12A3,SLC22A7,SLC34A3,SLC17A5,SLC17A3,SLC13A2
	SYMPORTER_ACTIVITY	26	7.689E-13	SLC5A2,SLC15A2,SLC4A4,SLC12A3,SLC34A3,SLC17A5,SLC17A3,SLC13A2
	ANION_CATION_SYMPORTER_ACTIVITY	11	7.868E-13	SLC12A3,SLC34A3,SLC17A3,SLC13A2,SLC4A4
	AMINO_ACID_CATABOLIC_PROCESS	22	1.062E-11	FAH,DDAH1,HGD
	SUBSTRATE_SPECIFIC_TRANSMEMBRANE_TRANSPORTER_ACTIVITY	277	3.462E-11	SLC15A2,SLC23A1,SLC22A6,SLC22A2,SLC22A7,SLC22A8,CACNG5,SLC26A4,SLC22A12,SLC7A9,SLC4A1,SLC4A4,SLC34A1,SLC34A3,SLC38A3,SLC13A2,SLC25A15,SLC5A2,SLC37A4,SLC12A3,SLC17A5,SLC17A1
	INORGANIC_ANION_TRANSMEMBRANE_TRANSPORTER_ACTIVITY	16	9.168E-11	SLC34A1,SLC34A3,SLC26A4,SLC17A3,SLC17A1,SLC4A4
	COFACTOR_METABOLIC_PROCESS	36	2.826E-10	UGT1A1,GCLC,NFS1,FTCD,GLYAT
	AMINE_CATABOLIC_PROCESS	24	3.33E-10	FAH,DDAH1,HGD
	TRANSMEMBRANE_TRANSPORTER_ACTIVITY	301	3.925E-10	ABCG2,SLC15A2,SLC23A1,SLC22A6,SLC22A2,SLC22A7,SLC22A8,CACNG5,SLC26A4,SLC22A12,SLC7A9,SLC4A1,SLC4A4,SLC34A1,SLC34A3,SLC38A3,SLC13A2,SLC25A15,SLC5A2,SLC37A4,SLC12A3,SLC17A5,SLC17A3,SLC17A1
	COENZYME_BINDING	12	2.696E-09	NOX4,GCLC,GRHPR
	SUBSTRATE_SPECIFIC_TRANSPORTER_ACTIVITY	304	3.513E-09	SLC23A1,SLC22A6,SLC22A2,SLC22A7,SLC22A8,CACNG5,SLC7A9,SLC34A1,SLC34A3,SLC13A2,SLC12A3,APOM,SLC15A2,SLC26A4,SLC22A12,SLC4A1,SLC4A4,SLC38A3,SLC25A15,SLC5A2,SLC37A4,SLC17A5,SLC17A3,SLC17A1
	COFACTOR_BINDING	17	6.451E-09	NOX4,GCLC,GRHPR
	PHOSPHATE_TRANSMEMBRANE_TRANSPORTER_ACTIVITY	11	1.338E-08	SLC34A1,SLC34A3,SLC17A3,SLC17A1
	ACTIVE_TRANSMEMBRANE_TRANSPORTER_ACTIVITY	98	2.143E-08	SLC7A9,SLC4A4,SLC34A3,SLC38A3,ABCG2,SLC13A2,SLC25A15,SLC5A2,SLC15A2,SLC22A7,SLC12A3,SLC17A5,SLC17A3
	CELLULAR_CATABOLIC_PROCESS	157	6.035E-08	FAH,DDAH1,HGD,GPX3,STS,HAO2,GBA3,MIOX,TST,UGT1A1,UGT2B4

ION_TRANSMEMBRANE_TRANSPORTER_ACTIVITY	224	6.041E-08	SLC15A2,SLC22A6,SLC22A2,SLC22A7,SLC22A8,CACNG5,SLC26A4,SLC4A1,SLC4A4,SLC34A1,SLC34A3,SLC13A2,SLC5A2,SLC12A3,SLC17A5,SLC17A3,SLC17A1
AMINO_ACID_DERIVATIVE_METABOLIC_PROCESS	19	9.316E-08	CCBL1,GATM,SULT1B1,GAMT,DIO1
LYASE_ACTIVITY	53	9.9E-08	CA3,ACMSD,PCK1,CBS
GENERATION_OF_PRECURSOR_METABOLITES_AND_ENERGY	92	1.247E-07	APOM,GRHPR,ALDH9A1,NOX4
CATABOLIC_PROCESS	165	1.481E-07	FAH,DDAH1,HGD,GPX3,STS,HAO2,GBA3,MIOX,TST,UGT1A1,UGT2B4
OXIDOREDUCTASE_ACTIVITY__ACTING_ON_THE_CH_CH_GROUP_OF_DONORS	19	2.365E-07	GCDH
CARBOHYDRATE_TRANSMEMBRANE_TRANSPORTER_ACTIVITY	14	2.859E-07	SLC5A2,SLC37A4,SLC17A5
HYDRO_LYASE_ACTIVITY	17	5.886E-07	CA3,CBS
COENZYME_METABOLIC_PROCESS	24	7.509E-07	GCLC,FTCD,GLYAT
SUGAR_TRANSMEMBRANE_TRANSPORTER_ACTIVITY	11	1.124E-06	SLC5A2,SLC17A5,SLC37A4
HORMONE_METABOLIC_PROCESS	25	1.477E-06	ALDH8A1,UGT1A1,SULT1B1,UGT2B4,DIO1,ALDH9A1
EXOPEPTIDASE_ACTIVITY	25	1.874E-06	ANPEP,ENPEP,ZMPSTE24,DPP4
CARBOHYDRATE_METABOLIC_PROCESS	125	2.27E-06	MIOX,FBP1,SLC5A2,GBA3
GLUTAMINE_FAMILY_AMINO_ACID_METABOLIC_PROCESS	11	2.954E-06	GCLC,DDAH1
ELECTRON_CARRIER_ACTIVITY	55	5.475E-06	SARDH,NQO2,QDPR,KMO,HAAO,DMGDH,NOX4
OXIDOREDUCTASE_ACTIVITY__ACTING_ON_THE_ALDEHYDE_OR_OXO_GROUP OF DONORS	15	8.095E-06	ALDH8A1,ALDH9A1
AROMATIC_COMPOUND_METABOLIC_PROCESS	20	1.266E-05	FAH,QDPR,FTCD,HGD,SULT1B1
FATTY_ACID_METABOLIC_PROCESS	38	2.274E-05	HAO2,GLYAT,CYP4F2
CELLULAR_LIPID_CATABOLIC_PROCESS	24	2.292E-05	STS,HAO2,UGT2B4
INORGANIC_ANION_TRANSPORT	14	2.469E-05	SLC34A1,SLC34A3,SLC26A4,SLC17A1
ELECTRON_TRANSPORT_GO_0006118	34	2.958E-05	GRHPR,ALDH9A1,NOX4
MONOCARBOXYLIC ACID METABOLIC PROCESS	57	3.819E-05	HAO2,FTCD,GLYAT,CYP4F2
Up (24hr) NON_MEMBRANE_BOUND_ORGANELLE	359	2.191E-17	TPX2,CCNB2,PRC1,ARPC1B,HMGB2,ARHGDIB,KIF23,KIF22,DLG7,VIM,RFC3,CDC20,CAPG,GSN
INTRACELLULAR_NON_MEMBRANE_BOUND_ORGANELLE	359	2.191E-17	TPX2,CCNB2,PRC1,ARPC1B,HMGB2,ARHGDIB,KIF23,KIF22,DLG7,VIM,RFC3,CDC20,CAPG,GSN
NUCLEUS	836	2.969E-15	AIF1,PRC1,KIF22,RANBP1,IRF7,CCNA2,TPX2,HMGB2,DLG7,S100A6,LGALS3,S100A11,NUPR1,SNRPA,NRM
MITOTIC_CELL_CYCLE	106	6.48E-14	PRC1,CCNA2,KIF23,KIF22,DLG7,TPX2,UBE2C,CDKN3
CELL_CYCLE_GO_0007049	210	5.26E-13	AIF1,CCNA2,CDC20,TPX2,GMNN,CDKN3,PRC1,KIF23,KIF22,DLG7,UBE2C,HSPA2
STRUCTURAL_MOLECULE_ACTIVITY	162	5.49E-13	MATN1,FBLN1,ARPC1B,VIM
CELL_CYCLE_PROCESS	134	3.321E-12	CCNA2,TPX2,CDKN3,PRC1,KIF23,KIF22,DLG7,UBE2C,HSPA2
REGULATION_OF_CELL_PROLIFERATION	227	9.96E-12	AIF1,ADAMTS1,S100A11,CDKN3,CXCL10,EMP3,TIMP1,BTG2
CELL_PROLIFERATION_GO_0008283	364	5.234E-11	AIF1,ADAMTS1,TPX2,CXCL10,TIMP1,TACSTD2,S100A11,CDKN3,EMP3,BTG2
CHROMOSOMAL_PART	60	9.553E-11	KIF22,RFC3
NUCLEOBASE_NUCLEOSIDE__NUCLEOTIDE_AND_NUCLEIC_ACID_METABOLIC PROCESS	779	2.853E-10	FST,KLF5,IRF7,HMGB2,PRIM1,RFC3,S100A11,GMNN,CTPS,BTG2
CHROMOSOME	77	3.511E-10	RFC3,HMGB2,KIF22
IMMUNE_SYSTEM_PROCESS	228	3.986E-10	RAB3D,GBP2,IFITM3,ARHGDIB,CD83,PSMB10
POSITIVE_REGULATION_OF_BIOLOGICAL_PROCESS	461	6.248E-10	CXCL10,DAP,TIMP1,FST,LGALS1,MX1,UBE2C
POSITIVE_REGULATION_OF_CELLULAR_PROCESS	436	8.927E-10	CXCL10,DAP,TIMP1,LGALS1,MX1,UBE2C
REPLICATION_FORK	13	9.262E-10	RFC3
DEFENSE_RESPONSE	175	1.485E-09	AIF1,LGALS3BP,CXCL9,CXCL11,CXCL10,MX1,CD83
DNA_METABOLIC_PROCESS	170	3.41E-09	PRIM1,RFC3,S100A11,GMNN,HMGB2,BTG2
SPINDLE	30	3.69E-09	KIF23,PRC1,DLG7,TPX2,CDC20
NUCLEAR_PART	318	4.133E-09	HMGB2,SNRPA,NRM
CYTOSKELETON	210	5.778E-09	CDC20,TPX2,CCNB2,CAPG,PRC1,ARPC1B,ARHGDIB,KIF23,DLG7,GSN,VIM
CHEMOKINE_ACTIVITY	25	7.351E-09	CXCL9,CXCL11,CXCL10
MACROMOLECULAR_COMPLEX	598	9.394E-09	KIF23,KIF22,C1QB,CAPG,ARPC1B,FGB,RFC3,SNRPA
CYTOSKELETAL_PART	132	1.029E-08	CDC20,TPX2,CAPG,PRC1,ARPC1B,KIF23,DLG7,VIM
M_PHASE_OF_MITOTIC_CELL_CYCLE	59	1.369E-08	KIF22,DLG7,CCNA2,TPX2,UBE2C
CELL_CYCLE_PHASE	119	1.374E-08	CCNA2,KIF22,DLG7,TPX2,UBE2C,HSPA2,CDKN3
CHEMOKINE_RECEPTOR_BINDING	26	1.622E-08	CXCL9,CXCL11,CXCL10
CELL_DEVELOPMENT	421	1.949E-08	DAP,HSPA2,ANXA5,ANXA4,S100A4,LGALS1,RAB3D,CD14,MX1
POSITIVE_REGULATION_OF_CELL_PROLIFERATION	110	2.029E-08	CXCL10,TIMP1
MICROTUBULE_CYTOSKELETON	93	3.215E-08	PRC1,CDC20,KIF23,DLG7,TPX2,CCNB2
NEGATIVE_REGULATION_OF_CELLULAR_PROCESS	437	3.792E-08	AIF1,ADAMTS1,TIMP1,ARHGDIB,ANXA5,ANXA4,FST,S100A11,GMNN,CDKN3,CAPG,EMP3,GSN,BTG2,IRF7
M_PHASE	80	4.016E-08	CCNA2,KIF22,DLG7,TPX2,UBE2C,HSPA2
REGULATION_OF_DEVELOPMENTAL_PROCESS	312	7.157E-08	DAP,ANXA5,ANXA4,FST,LGALS1,MX1
MITOSIS	57	8.797E-08	KIF22,CCNA2,TPX2,UBE2C
NEGATIVE_REGULATION_OF_BIOLOGICAL_PROCESS	457	8.842E-08	AIF1,ADAMTS1,TIMP1,ARHGDIB,ANXA5,ANXA4,FST,S100A11,GMNN,CDKN3,CAPG,EMP3,GSN,BTG2,IRF7
STRUCTURAL_CONSTITUENT_OF_RIBOSOME	72	1.117E-07	
RNA_METABOLIC_PROCESS	507	1.346E-07	FST,KLF5,IRF7,HMGB2,PRIM1
CALCIUM_INDEPENDENT_CELL_CELL_ADHESION	16	1.785E-07	CLDN4

RESPONSE_TO_DNA_DAMAGE_STIMULUS	103	2.286E-07	CCNA2,RFC3,HMGB2,BTG2
DNA_REPLICATION	67	2.878E-07	PRIM1,RFC3,HMGB2,S100A11,GMNN
PROGRAMMED_CELL_DEATH	315	2.916E-07	DAP,ANXA5,ANXA4,LGALS1,CD14,MX1
CYTOSKELETON_ORGANIZATION_AND_BIOGENESIS	129	3.438E-07	CAPG,PRC1,ARHGDIB,KIF23,GSN
APOPTOSIS_GO	314	4.824E-07	DAP,ANXA5,ANXA4,LGALS1,CD14,MX1
RESPONSE_TO_STRESS	351	5.868E-07	AIF1,CCNA2,CXCL11,CXCL10,HMGB2,HSPA2,RF<br>C3,CXCL9,BTG2
PROTEIN_COMPLEX	526	6.467E-07	KIF23,KIF22,C1QB,CAPG,ARPC1B,FBG,RFC3
CELLULAR_MACROMOLECULE_METABOLIC_PROCESS	749	1.054E-06	CAPG,UBE2C,WFDC2,TSPAN8,TIMP1,CDC20,ABC<br>G1,GSN,PTPRB
CELLULAR_PROTEIN_METABOLIC_PROCESS	740	1.405E-06	CAPG,UBE2C,WFDC2,TSPAN8,TIMP1,CDC20,ABC<br>G1,GSN,PTPRB
INFLAMMATORY_RESPONSE	96	1.693E-06	AIF1,CXCL11,CXCL10,CXCL9
INTRACELLULAR_ORGANELLE_PART	705	2.07E-06	PRC1,KIF23,KIF22,CAPG,TPX2,ARPC1B,HMGB2,D<br>LG7,VIM,RFC3,CDC20,SNRPA,NRM
PROTEIN_METABOLIC_PROCESS	809	2.255E-06	MATN1,GJA4,CAPG,UBE2C,WFDC2,TSPAN8,TIMP<br>1,CDC20,ABCG1,GSN,PTPRB
DNA_REPAIR	82	2.382E-06	RFC3,HMGB2,BTG2
G_PROTEIN_COUPLED_RECEPTOR_BINDING	33	2.604E-06	CXCL11,CXCL10,CXCL9
ORGANELLE_PART	709	3.296E-06	PRC1,KIF23,KIF22,CAPG,TPX2,ARPC1B,HMGB2,D<br>LG7,VIM,RFC3,CDC20,SNRPA,NRM
LOCOMOTORY_BEHAVIOR	70	3.616E-06	CXCL11,CXCL10,CXCL9
IMMUNE_RESPONSE	161	5.125E-06	GBP2,IFITM3,ARHGDIB,CD83,PSMB10
ORGANELLE_ORGANIZATION_AND_BIOGENESIS	290	5.69E-06	PRC1,ARHGDIB,KIF23,CAPG,GSN
REGULATION_OF_PROGRAMMED_CELL_DEATH	246	5.757E-06	LGALS1,DAP,MX1,ANXA5,ANXA4
ACTIN_FILAMENT_BASED_PROCESS	74	6.611E-06	ARHGDIB,GSN,CAPG
DNA_DEPENDENT_DNA_REPLICATION	37	6.695E-06	PRIM1,RFC3,HMGB2,GMNN,S100A11
CELLULAR_DEFENSE_RESPONSE	35	7.619E-06	CXCL9,LGALS3BP
HUMORAL_IMMUNE_RESPONSE	20	8.847E-06	PSMB10,CD83
REGULATION_OF_APOPTOSIS	245	9.561E-06	LGALS1,DAP,MX1,ANXA5,ANXA4
RESPONSE_TO_ENDOGENOUS_STIMULUS	129	1.032E-05	CCNA2,RFC3,HMGB2,BTG2
TRANSLATION	119	1.433E-05	
POSITIVE_REGULATION_OF_I_KAPPAB_KINASE_NF_KAPPAB_CASCADE	58	1.795E-05	LGALS1
IMMUNE_SYSTEM_DEVELOPMENT	63	1.917E-05	RAB3D
ACTIN_CYTOSKELETON_ORGANIZATION_AND_BIOGENESIS	67	2.096E-05	ARHGDIB,GSN,CAPG
REGULATION_OF_I_KAPPAB_KINASE_NF_KAPPAB_CASCADE	60	2.411E-05	LGALS1
RNA_BIOSYNTHETIC_PROCESS	396	3.299E-05	HMGB2,FST,PRIM1,KLF5,IRF7
SYSTEM_DEVELOPMENT	595	3.455E-05	CXCL10,FST,RAB3D,GREM1,ANXA2,LAMC2,CSR<br>P3
NEGATIVE_REGULATION_OF_CELL_PROLIFERATION	117	3.495E-05	AIF1,ADAMTS1,EMP3,S100A11,BTG2,CDKN3
CYTOKINE_ACTIVITY	68	3.616E-05	IL19,CXCL11,CXCL10,CXCL9,CNTF
NUCLEAR_CHROMOSOME	32	3.935E-05	HMGB2
Down (24hr)	130	5.677E-30	SLC7A9,FAH,DDAH1,GATM,QDPR,MPST,GCLC,P<br>AH,HGD,TST,SLC25A15,HPD,HAO2,NFS1,FTCD,G<br>LYAT,GAMT,CYP4F2
CARBOXYLIC_ACID_METABOLIC_PROCESS	128	5.278E-27	SLC7A9,FAH,DDAH1,GATM,QDPR,GCLC,PAH,HG<br>D,SLC25A15,HPD,HAO2,NFS1,FTCD,GLYAT,GAM<br>T,CYP4F2
AMINO_ACID_AND_DERIVATIVE_METABOLIC_PROCESS	80	6.501E-27	SLC7A9,FAH,DDAH1,GATM,QDPR,SULT1B1,CCBL<br>1,GCLC,PAH,HGD,DIO1,SLC25A15,HPD,NFS1,GA<br>MT
OXIDOREDUCTASE_ACTIVITY	203	9.092E-25	ALDH8A1,GPD1,GCDH,HGD,GPX3,GRHPR,HAO2,<br>FMO1,HAAO,MIOX,AKR7A2,AKR7A3,NQO2,QDPR,<br>PAH,KMO,DIO1,CAT,ALDH9A1,DMGDH,NOX4,CY<br>P4F2
NITROGEN_COMPOUND_METABOLIC_PROCESS	115	9.672E-25	SLC7A9,FAH,DDAH1,GATM,QDPR,SULT1B1,MPS<br>T,GCLC,PAH,HGD,TST,DIO1,SLC25A15,HPD,NFS<br>1,SULT1C2,GAMT
AMINE_METABOLIC_PROCESS	107	3.122E-23	SLC7A9,FAH,DDAH1,GATM,QDPR,SULT1B1,GCL<br>C,PAH,HGD,DIO1,SLC25A15,HPD,NFS1,SULT1C2,<br>GAMT
MITOCHONDRION	217	3.394E-21	GATM,TBRG4,ABAT,GCDH,HMGCS2,NIPSNAP1,N<br>FS1,AMACR,SLC25A15,PC,OAT,DMGDH,GLYAT
ANION_TRANSMEMBRANE_TRANSPORTER_ACTIVITY	42	1.263E-20	SLC22A6,SLC4A4,SLC22A7,SLC22A8,SLC34A1,SL<br>C34A3,SLC26A4,SLC12A3,SLC17A3,SLC17A1,SLC<br>13A2
AMINO_ACID_METABOLIC_PROCESS	61	1.668E-19	SLC7A9,FAH,DDAH1,HPD,QDPR,GCLC,NFS1,PAH<br>,HGD,SLC25A15
SUBSTRATE_SPECIFIC_TRANSMEMBRANE_TRANSPORTER_ACTIVITY	277	3.821E-16	AQP7,SLC15A2,SLC23A1,SLC22A6,SLC22A2,SLC<br>22A7,SLC22A8,CACNG5,SLC26A4,SLC22A12,SLC<br>7A9,SLC2A5,SLC4A4,SLC34A1,SLC34A3,SLC38A3<br>,SLC13A2,SLC25A15,SLC5A2,SLC12A3,SLC17A5,<br>SI C17A3 SI C17A1
ANION_TRANSPORT	23	5.296E-16	SLC22A6,SLC22A7,SLC22A8,SLC34A1,SLC34A3,S<br>LC26A4,SLC17A5,SLC17A1
NITROGEN_COMPOUND_CATABOLIC_PROCESS	26	5.729E-15	FAH,DDAH1,HPD,HGD,TST,MPST
SYMPORTER_ACTIVITY	26	1.831E-14	SLC5A2,SLC15A2,SLC4A4,SLC12A3,SLC34A3,SL<br>C17A5,SLC17A3,SLC13A2
TRANSMEMBRANE_TRANSPORTER_ACTIVITY	301	2.749E-14	AQP7,ABCG2,SLC15A2,SLC23A1,SLC22A6,SLC22<br>A2,SLC22A7,SLC22A8,CACNG5,SLC26A4,SLC22A<br>12,SLC7A9,SLC2A5,SLC4A4,SLC34A1,SLC34A3,S<br>LC38A3,SLC13A2,SLC25A15,SLC5A2,SLC12A3,SL<br>C17A5 SLC17A3 SLC17A1
ANION_CATION_SYMPORTER_ACTIVITY	11	4.476E-14	SLC12A3,SLC34A3,SLC17A3,SLC13A2,SLC4A4
SECONDARY_ACTIVE_TRANSMEMBRANE_TRANSPORTER_ACTIVITY	35	6.976E-14	SLC5A2,SLC15A2,SLC4A4,SLC12A3,SLC22A7,SL<br>C34A3,SLC17A5,SLC17A3,SLC13A2

How the deposited data were processed for this re-analysis (not part of the article)

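The developmental series consists of 15 Illumina MouseRef-8 arrays of BALB/c mouse kidney RNA, 5 at each of E16d, PN1d and PN7d, with age and replicate taken from the deposited sample labels. The rat ischemia arrays were not analysed here. The authors scanned the arrays and quantile-normalized the signals, and the deposited table gives their values on the log2 scale. That scale is taken from the values: read as natural logarithms, the highest value would stand for an intensity of 988860, above the 65535 a 16-bit scanner can record, and as log2 it stands for 14306. The values are not centred by gene. A second table holds 15 columns of signals and 15 of detection p-values under sample numbers that no source used here ties to an age or replicate, so these 30 columns were not used. The planned background correction from raw signals and the filter on detection p-values could therefore not be applied. In their place the authors' values were used as they are, with the filter that had been set for this case, probes with the mean of at least 1 age above the median of all values (6.22 log2, an intensity of 74.5).

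Probes were named through the platform's annotation: 20984 carry 1 symbol, 1 carries several and 3628 none, and 20968 matched a current gene by its Entrez number, which changed 0 symbols. Of the 13074 probes past the filter, 1488 had no symbol and were left out. For each gene the brightest probe was used. A linear model with the 3 ages was fitted to the 9531 genes with limma 3.58.1 in R 4.3.3, with empirical Bayes variances and Benjamini-Hochberg adjustment for each comparison of 2 ages, at an adjusted p under 0.05. The number of arrays limits the precision, and the depth of bead counts per probe was not used. Gene lists, fixed beforehand and given with their results, were tested with camera (preset correlation 0.01, and estimated) where at least 3 genes were measured, with adjustment over lists and comparisons. Counts "adjusted over the list alone" use the p-values of the list's genes only. A gene at or below the median of all values on each of the 5 arrays of the dimmer age has a bound in place of a fold.

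Genes are named by a fixed rule: the 10 largest increases and decreases of each comparison among genes past the test in which each array of one age lies above each array of the other and which lie above the median of all values on the 5 arrays of at least 1 of the ages, the 10 highest and lowest at PN1d, the 2 members of each list with the largest increase and decrease past the test, the sex-linked genes, and the genes the paper names for these samples in its text, Fig. 5B and Table S3. For clustering, the 2000 genes of highest variance were used with 1 minus the Pearson correlation as the distance and average linkage, as in the paper's methods. The test and the list tests were first tested on simulated data built on the PN7d vs E16d comparison (9531 genes): genes changed by 1.5-fold were called in 97.0%, by 2-fold in 98.5% and by 4-fold in 98.5%, with 2.97% of the calls false, and 3 of 3 lists were called rightly. Only 67, 67 and 66 genes were changed by these folds, noise was independent between genes, and the changed lists held only changed genes. The simulation thus does not check how the list tests handle genes that correlate.

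Alternatives covered the filter on dim probes, the probes of a gene, the variance model, the arrays in the fit, the replicate number as a block, the methods' t-test, other list tests (fry, and PAGE as the paper used), leaving out each array, and for clustering the number of genes, centring, the correlation and the linkage. Added after seeing the data were a normexp background correction of the authors' values (offset 16), a filter at the upper quartile (7.71 log2) and the array's level of adipocyte markers as a covariate. That level is the mean intensity of Ucp1, Cidea, Cox8b and Adipoq. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.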

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

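The tests of these patterns were set before their results were seen, apart from the adipocyte covariate and the test of red cell genes from PN1d to PN7d, which were chosen afterwards. For red cell genes and cell cycle genes against E16d, the reading set beforehand was not followed, as said there. The number of genes changed was compared with other splits of the same 10 arrays into 5 and 5, with 100 of the 126 splits drawn. For PN1d vs E16d the real split called 4415 genes and the highest other 3, for PN7d vs E16d 6150 and 284, and for PN7d vs PN1d 4323 and 1072. In each comparison 1 split of the 100, the real one, gave as many, which is the smallest share this test allows. An arbitrary grouping of the arrays is thus an unlikely source of these counts. The other splits mix the ages, which adds the age difference to the spread and lowers their counts. The test does not bear on anything that coincides with age.

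Genes of fat were higher at PN7d. Log2 intensities of Ucp1 on PN7d replicates 1 to 5 were 12.17, 8.07, 10.07, 11.71 and 11.07, and those of Adipoq, the fat hormone adiponectin, 9.33, 6.58, 7.84, 8.57 and 8.41. A candidate explanation is perirenal fat carried along with the kidneys. Of 6 abundant fat genes named for the test, 3 could be measured and all 3 were higher, with deviations that correlated by 0.962 over the PN7d arrays, but the test asked for 4 and so could not support the explanation with 3 measured; it decides nothing. Fabp4 and Plin1, expected at high level in fat, read at most 6.21 and 6.32 log2 on any array, near the median of all values, which a poor probe or little fat could each give. Car3, another gene of fat, chosen after its values were seen, read 10.90, 7.20, 8.76, 10.40 and 9.60 on PN7d replicates 1 to 5. It read at most 6.98 at E16d and 6.36 at PN1d. Its order over the PN7d arrays was that of Ucp1, so Fabp4 and Plin1 do not settle how much fat there was. Brown fat that grows after birth, or its genes in the kidney itself, stay open as untested.

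Members of the erythroid list moved both ways. Of the higher members at PN7d, Fech was lower as the mean of its probes (-0.19). The call of Klf1 ended when any of 3 single arrays was left out. Whether the higher members, Car2 and Mkrn1 among them, come from red cells in these kidneys was not tested. The candidate explanation is more blood or erythroid cells in the E16d samples, which would lower the list as a whole. Its median at PN7d was -0.114, above the -0.2 set beforehand against this explanation, but that bound was ill chosen, since 4 members were higher and 7 lower and their median then decides nothing. Hbb-bt was lower at PN7d by 2.28, or -0.89 and no longer past the test (adjusted p = 0.277) with the adipocyte covariate. The 2 possibilities, fewer red cell precursors and a change of genes within them, cannot be told apart here.

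Cell cycle genes were lower after birth, and a loss of dividing red cell precursors was weighed as the whole cause. Adjusted for each array's mean of the erythroid list, the median of the cell cycle list for PN7d vs E16d was -1.21 against -1.36 unadjusted. Most of the fall was kept, which the rule set beforehand counts against the explanation. But a mean over members that go both ways does not measure these cells, so this test is void. That condition was not among those set beforehand. From E16d to PN7d the explanation cannot be told apart from others, as Alas2 (-1.37) and Hbb-b2 (-1.21) fell about as far as the cell cycle list. From PN1d to PN7d the values answer only a narrower question. There the median of the cell cycle list was -0.65. The erythroid list again went both ways (-0.54 to 1.11 over 16 members, median 0.063, SD over members 0.365), so its median does not measure these cells either. Among its single members, none fell as far as the cell cycle median (lowest, Hbb-b2, -0.54). Alas2 and, chosen after its values were seen, Slc25a37, both lower at PN1d than at E16d, had 0.22 and 0.10 for PN7d vs PN1d. These values argue against a loss of the cells that carry these markers as the whole cause of this step. Whether the markers follow the dividing precursors was not tested, so a loss of those precursors is not excluded. Age, which the design names, stays open as an explanation, with a share of dividing kidney cells untested.

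Some genes moved one way from E16d to PN1d and the other way from E16d to PN7d, each past the test, and differed between PN1d and PN7d by the limma test of that difference. They were 80 of the 9531 genes tested and 9 of the 232 genes of the naming rule, the latter with log2 fold changes of PN7d vs PN1d of Egr1 (-1.09), Ehd3 (0.78), Gamt (0.72), Gldc (-1.20), Hsd11b2 (1.48), Npb (0.92), Nts (-2.04), Tor1aip2 (-2.18) and Vpreb1 (0.24). The other probe of Tor1aip2 fell from E16d to PN7d (-0.38) but did not pass at PN1d (0.054). Leaving out single arrays ended a call against E16d for Egr1 (PN1d, any of 8), Ehd3 (PN1d, 1 array), Npb (PN7d, any of 5) and Vpreb1 (PN1d, any of 6). Other settings also ended these calls of Egr1 (3 settings), Npb (4) and Vpreb1 (1). Among them, the replicate block ended those of Npb and Vpreb1 (adjusted p = 0.0527 and 0.0609). For Gamt the increase from E16d to PN7d ended when any of 4 single arrays was left out, with the methods' t-test (adjusted p = 0.0849) and with the adipocyte covariate (0.19, adjusted p = 0.259).

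Single arrays stood far from the others of their age for 25 of 432 groups of 5 values of named genes, where chance gives about 1 in 20, or 21.6. Over the 232 genes of the naming rule, described here or not, the number was 33 of 696, with 34.8 given by chance. On the log2 scale the 25 were E16d replicate 1 for Hsd11b2 8.53 (nearest 8.19); E16d replicate 2 for H3c11 8.99 (nearest 9.26); E16d replicate 3 for Cyp24a1 6.53 (nearest 6.31) and Hsd17b2 6.35 (nearest 6.47); E16d replicate 4 for Igf2bp3 9.77 (nearest 10.00) and Kdm5d 7.78 (nearest 5.83); E16d replicate 5 for Cox7a1 7.35 (nearest 7.65), Eng 7.66 (nearest 7.95), Gpx3 9.34 (nearest 9.65) and Rpl13a 11.88 (nearest 11.71); PN1d replicate 1 for Nts 9.28 (nearest 8.97); PN1d replicate 2 for Slc4a1 9.55 (nearest 8.12); PN1d replicate 3 for Mkrn1 7.31 (nearest 7.08) and Wt1 11.12 (nearest 11.24); PN1d replicate 4 for Tor1aip2 8.02 (nearest 8.63); PN1d replicate 5 for Atp5j 8.09 (nearest 8.41), Hsd17b2 7.91 (nearest 8.48), Mcm6 10.29 (nearest 10.98), Uhrf1 11.31 (nearest 11.09) and Umod 9.74 (nearest 9.43); PN7d replicate 1 for Cox7a1 9.66 (nearest 8.85); PN7d replicate 4 for Ass1 11.89 (nearest 12.31), Slc5a2 6.42 (nearest 9.65) and Wnt7b 6.13 (nearest 6.25); PN7d replicate 5 for Dlst 10.63 (nearest 10.74).

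Outside the genes the paper discusses, Kdm5d, which lies on the Y chromosome, read 7.44 to 7.95 log2 on 5 arrays (E16d replicate 4, PN1d replicates 1 and 3, PN7d replicates 1 and 3) and at most 5.86 on the other 10 arrays. The signal was thus seen on 1 of 5 E16d arrays, 2 of 5 PN1d arrays and 2 of 5 PN7d arrays. Dimmer probes of the Y-linked genes Eif2s3y and Uty were highest on the same 5 arrays (6.14 to 6.38 and 6.08 to 6.18, against at most 5.92 and 5.90 elsewhere). Sex was not a term in the fits.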

How the results depend on the processing

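The background correction by normexp, the filter at the upper quartile and the adipocyte covariate were chosen after the data were seen; the other alternatives were planned. Not run were the alternatives that need raw signals or detection p-values of each array (quantile normalization without background correction, normexp with median scaling, detection on at least 5 or on 15 arrays) and a slide block, as no slide is given. The authors' values, planned as an alternative, are the values reported throughout. Counts of genes higher or lower stayed within 1.5 times under the trend and robust variance model, the fit of only the compared ages and the methods' t-test (adjusted, 2120 and 2407 genes for PN1d vs E16d, 2890 and 2923 for PN7d vs E16d, 1872 and 1699 for PN7d vs PN1d; at an unadjusted p under 0.05, 2373 and 2781, 3106 and 3107, 2365 and 2150). Over 14061 values of called named genes under alternatives, 3 changed sign and 397 no longer passed. Signal over background bears on dim genes: with normexp, 500 genes were lower by over 1.5-fold and 5 by over 1.5 log2 at PN1d, and 140 by over 1.5 log2 at PN7d. The filter at the upper quartile tests fewer genes and gave 1942 higher and 2025 lower for PN7d vs E16d, 1436 higher for PN7d vs PN1d, and 220 highest and 199 lowest at PN1d. With the adipocyte covariate 223 genes were highest and 195 lowest at PN1d. This covariate varied almost only among the PN7d arrays, so a call lost under it can come from lost precision. Neither such a loss nor a call kept under the covariate decides whether fat is the source. Unless said, the cause of the changes below was not tested.

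The same replicate numbers occur at each age, but they do not pair the samples: deviations of same-numbered arrays correlated from -0.227 to 0.210, with 4 of 15 over 0.1, and 4 of 15 arrays matched their own number best. With the replicate block, 2034 genes were higher and 2416 lower for PN1d vs E16d, 3095 and 3090 for PN7d vs E16d, 2293 and 2042 for PN7d vs PN1d, and 346 were highest and 322 lowest at PN1d. Under the block no gene list changed its call and these counts stayed within 1.5 times, while 9 calls of named genes ended and 8 were gained.

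The mean distance of PN1d from E16d minus that from PN7d, 0.00303, turned negative with 500 genes (-0.0134), Spearman correlation (-0.000444) and normexp (-0.00149), and ran from -0.0034 to 0.0077 over leaving out each array, negative without E16d replicate 5 and without PN1d replicate 3. Centred by gene it was 0.0937. The tree split PN7d off first with complete linkage, with 500 genes and with Spearman correlation. As the mean of their probes, Acadm (-0.12) and Fech (-0.19) for PN7d vs E16d and Rpl23 (-0.33) for PN7d vs PN1d changed sign, since their probes disagree.

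With a correlation estimated from the arrays, camera no longer called 38 lists; the medians stay as they are. For PN1d vs E16d these were DNA replication -0.56, endothelium markers 0.18, fatty acid oxidation 0.33, fetal growth genes -0.43, immediate early genes 0.47, kinetochore -0.44, liver markers 0.84, mitotic kinesins -0.55, nephron progenitors -0.25, neutrophil markers 0.52 and oxidative phosphorylation 0.12. For PN7d vs E16d they were amino acid metabolism 0.66, adipocyte markers 1.11, brush border 0.99, DNA replication -0.94, endothelium markers 0.27, fatty acid oxidation 0.67, gluconeogenesis 1.81, kinetochore -0.82, mitotic kinesins -1.27, oxidative phosphorylation 0.20, proximal solute carriers 1.27, redox metabolism 0.61 and ribosomal proteins -0.23. For PN7d vs PN1d they were adipocyte markers 0.50, brush border 0.31, DNA replication -0.39, fatty acid oxidation 0.19, gluconeogenesis 0.50, immediate early genes -0.24, kinetochore -0.59, liver markers -0.91, mitotic kinesins -0.90, neutrophil markers -0.36, proximal solute carriers 0.39, ribosomal proteins -0.17, RNA splicing -0.26 and ureteric bud -0.13. PAGE, as in the paper's methods, no longer called, by median, for PN1d vs E16d, endothelium markers 0.18, mitotic kinesins -0.55, nephron progenitors -0.25 and oxidative phosphorylation 0.12; for PN7d vs E16d, endothelium markers 0.27 and oxidative phosphorylation 0.20; for PN7d vs PN1d, brush border 0.31, and called erythroid markers for PN1d vs E16d (-0.14, adjusted p = 0.0240). fry, which does not compare a list with other genes, also called for PN1d vs E16d, adrenal markers 0.18, apoptosis -0.031, erythroid markers -0.14, gonad markers 0.18, inflammation 0.077, injury genes 0.23, macrophage markers 0.090, podocyte markers 0.15 and ribosomal proteins -0.056; for PN7d vs E16d, adrenal markers 0.080, apoptosis -0.012, erythroid markers -0.11, gonad markers 0.23, immediate early genes 0.22, inflammation 0.13, macrophage markers 0.035, podocyte markers 0.47 and ureteric bud -0.27; for PN7d vs PN1d, adrenal markers -0.10, amino acid metabolism 0.12, inflammation 0.084, injury genes -0.13, macrophage markers 0.080 and podocyte markers 0.30, and no longer called liver markers for PN7d vs PN1d (-0.91).

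Without a filter, these lists passed: for PN1d vs E16d, ribosomal proteins -0.055; for PN7d vs E16d, inflammation 0.062; for PN7d vs PN1d, injury genes -0.097. Immediate early genes no longer passed for PN7d vs PN1d (-0.10), and medians of lists that did not pass in these comparisons moved (for PN1d vs E16d, lymphocyte markers 0.032; for PN7d vs E16d, adrenal markers -0.0050, injury genes -0.011 and lymphocyte markers 0.050; for PN7d vs PN1d, gonad markers -0.034 and lymphocyte markers 0.016). With the mean of the probes, these lists passed: for PN7d vs E16d, inflammation 0.16 and podocyte markers 0.47; for PN7d vs PN1d, podocyte markers 0.30. In the fit of only the compared ages, adrenal markers (0.18) and ribosomal proteins (-0.056) passed for PN1d vs E16d. With normexp podocyte markers passed for PN7d vs E16d (0.57). At the upper quartile, nephron progenitors for PN1d vs E16d (-0.29) and neutrophil markers for PN7d vs PN1d (-1.53) no longer passed, amino acid metabolism passed for PN7d vs PN1d (0.18), and the median of injury genes was -0.019 for PN7d vs E16d. With the adipocyte covariate, immediate early genes (-0.045) and ureteric bud (-0.12) no longer passed for PN7d vs PN1d, and medians moved (for PN7d vs E16d, macrophage markers -0.047, muscle markers -0.085 and lymphocyte markers 0.017; for PN7d vs PN1d, redox metabolism -0.036 and stroma -0.026).

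Leaving out each array in turn, the lists whose call or sign changed had these medians: for PN1d vs E16d, adrenal markers 0.18 to 0.20 and erythroid markers -0.19 to -0.12; for PN7d vs E16d, apoptosis -0.058 to 0.018, inflammation 0.13 to 0.17, podocyte markers 0.41 to 0.54, muscle markers -0.0057 to 0.15 and stroma -0.0080 to 0.094; for PN7d vs PN1d, apoptosis -0.0062 to 0.045, brush border 0.22 to 0.35, gonad markers -0.0028 to 0.041, immediate early genes -0.26 to -0.21, podocyte markers 0.25 to 0.35, redox metabolism -0.00072 to 0.070, muscle markers -0.063 to 0.066 and lymphocyte markers -0.056 to 0.0055. The count of genes lower by over 1.5 log2 at PN1d ran from 2 to 6, with 6 without PN1d replicate 2. Calls of lists changed as follows: inflammation passed for PN7d vs E16d without E16d replicate 3 (0.16), PN7d replicate 2 (0.17) or PN7d replicate 3 (0.16); podocyte markers passed for PN7d vs E16d without E16d replicate 4 (0.50), PN7d replicate 3 (0.41) or PN7d replicate 5 (0.54); erythroid markers passed for PN1d vs E16d without PN1d replicate 2 (-0.19); immediate early genes no longer passed for PN7d vs PN1d without PN1d replicate 2 (-0.21), PN7d replicate 1 (-0.21) or PN7d replicate 5 (-0.24); adrenal markers passed for PN1d vs E16d without PN7d replicate 4 (0.18); brush border no longer passed for PN7d vs PN1d without PN7d replicate 5 (0.22); podocyte markers passed for PN7d vs PN1d without PN7d replicate 5 (0.34).

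Medians of lists that kept their call and moved by over 1.5 times were these: without a filter, for PN1d vs E16d fetal growth genes -0.13, immediate early genes 0.20, kinetochore -0.29 and liver markers 0.49, for PN7d vs E16d adipocyte markers 0.29 and fetal growth genes -0.52, for PN7d vs PN1d adipocyte markers 0.27, distal nephron transport 0.60, fetal growth genes -0.20, kinetochore -0.27, liver markers -0.24 and proximal solute carriers 0.15; without PN1d replicate 2, for PN1d vs E16d liver markers 0.41, for PN7d vs PN1d liver markers -0.38; with normexp, for PN7d vs PN1d adipocyte markers 0.80 and neutrophil markers -0.65; at the upper quartile, for PN1d vs E16d amino acid metabolism 0.67, fatty acid oxidation 0.52, liver markers 1.51 and neutrophil markers 1.90, for PN7d vs E16d adipocyte markers 2.14, for PN7d vs PN1d adipocyte markers 2.24, fatty acid oxidation 0.31 and ureteric bud -0.29; with the adipocyte covariate, for PN7d vs PN1d adipocyte markers 0.25, fatty acid oxidation 0.29 and fetal growth genes -0.29.

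Some list members lay below the median of all values on each array of the dimmer age, and with such genes at their bound these medians moved, none of them across 0: for PN1d vs E16d, distal nephron transport to 0.56, injury genes to 0.10, neutrophil markers to 0.47 and podocyte markers to 0.074; for PN7d vs E16d, amino acid metabolism to 0.59, DNA replication to -0.92, gonad markers to 0.12, neutrophil markers to 0.10 and redox metabolism to 0.58; for PN7d vs PN1d, DNA replication to -0.38, injury genes to -0.10, neutrophil markers to -0.18 and ureteric bud to -0.11.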

Differences from the paper's values

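No test in this part was chosen after the result was seen. The paper's methods describe the E16d embryos as male, and whether this extends to the postnatal mice is not clear from its sentence. The Y-linked Kdm5d lay above the median of all values on 1 of the 5 E16d arrays, at 7.78 log2, and at most at 5.83 on the other E16d arrays.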

Other observations

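In this part the adipocyte covariate and the filter at the upper quartile were chosen after the result was seen, and which of the lists and genes to describe was chosen after their values were seen. Many genes of the fetal kidney's progenitors were lower after birth. Of 20 measured genes of nephron progenitors (cap mesenchyme), 11 were lower and 2 higher at PN1d, and 14 were lower and 2 higher at PN7d (11 and 2, then 16 and 2, when adjusted over the list alone), with medians of -0.25 and -0.61. An estimated correlation gave adjusted p = 0.0629 at PN1d and 0.0220 at PN7d. Uncx and Meox2, homeobox genes, changed by -1.96 and -1.74 at PN7d, and the higher genes were Itga8, an integrin, and Bmp7, a growth factor of nephron formation, with 0.70 and 0.48. Itga8 no longer passed with the adipocyte covariate (0.50, adjusted p = 0.167). Of 13 genes of fetal growth and imprinting, 9 were lower at PN1d and 12 at PN7d (9 and 12 over the list alone), with medians of -0.43 and -0.84 (adjusted p = 0.0548 and 0.0275 with an estimated correlation). Without the filter on dim probes these medians were -0.13 and -0.52. Mest, an imprinted gene, changed by -2.09 (standard error 0.064, adjusted p = 3.09e-13) at PN7d (-1.17 by its other probe) and Igf2, the fetal growth factor, by -1.32 (standard error 0.095, adjusted p = 3.92e-09), while Igf2 did not pass at PN1d (0.072). Ureteric bud genes as a list did not pass against E16d (medians -0.035 and -0.27, adjusted p = 0.862 and 0.118) and were lower at PN7d than at PN1d (median -0.13, adjusted p = 0.0200; adjusted p = 0.177 with an estimated correlation). Of 14 measured, 2 were higher and 4 lower at PN1d, 3 were higher and 7 lower at PN7d, and 1 was higher and 6 lower at PN7d than at PN1d (2 and 4, 4 and 9, 1 and 6 over the list alone). Gfra1, the co-receptor of Gdnf, changed by -1.91 (standard error 0.065, adjusted p = 9.40e-13), Etv4, which acts downstream of Ret, by -1.80 (standard error 0.099, adjusted p = 1.56e-10), and Sox9 by -2.04 (standard error 0.19, adjusted p = 9.46e-08) at PN7d. The higher genes at PN7d were Cdh16, a cadherin of tubules (0.70), the keratin Krt8 (0.43) and the dim Wnt7b (0.16), whose call ended when any of 5 single arrays was left out. Of 11 podocyte markers, 8 were higher and 2 lower at PN7d (8 and 2 over the list alone), though the list did not pass (median 0.47, adjusted p = 0.0543). Col4a3, of the mature glomerular basement membrane, was higher by 1.61 (standard error 0.096, adjusted p = 4.21e-10), and the lower genes were the transcription factors Wt1 and Foxc2, with -0.59 and -0.76. Of 17 endothelium markers, 7 were higher and 1, Ehd3, lower at PN1d and 12 were higher at PN7d (8 and 1, then 12, over the list alone), with medians of 0.18 and 0.27 (adjusted p = 0.327 and 0.327 with an estimated correlation). Eng, the TGF-beta co-receptor endoglin, was higher by 0.71 and Plvap, of fenestral diaphragms, by 0.71 at PN7d.

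PN1d stood apart for some genes. In all, 345 genes were highest at PN1d and 319 lowest, each past the test against both other ages. With the adipocyte covariate these counts were 223 and 195, and with the filter at the upper quartile 220 and 199, each smaller by over 1.5 times. Both comparisons use the PN1d arrays. Simulated data with no change at any age gave 0 and 0 (20 simulations), but hardly any gene can pass there, so this does not test the counts. Independent lists of the same sizes would share 433 and 574, so the 345 and 319 seen are no excess over that. With the PN1d arrays split between the comparisons, the means over 10 splits were 191 (176 to 208) and 131 (123 to 142). Each fit then had fewer PN1d arrays, which also lowers the counts. Hmox1, the heme oxygenase, was 2.29 against E16d and -2.42 for PN7d vs PN1d. Hsd17b2, which inactivates sex steroids, had 1.91 and -1.94, Nat8, an acetyltransferase of the proximal tubule, 2.34 and -2.76, and Tmem252 2.47 and -2.16. The genes of neutrophils and granulocytes were higher at PN1d in 8 of 9 measured (8 over the list alone; median 0.52, adjusted p = 0.000177; adjusted p = 0.2003 with an estimated correlation), with S100a8 at 1.90 (standard error 0.20, adjusted p = 1.07e-06) and S100a9 at 1.93 (standard error 0.14, adjusted p = 3.30e-08). At PN7d that list did not pass (adjusted p = 0.529). Of 12 liver markers, 7 were higher at PN1d (7 over the list alone), with a median of 0.84 (adjusted p = 0.00736; adjusted p = 0.502 with an estimated correlation). The rise leans on PN1d replicate 2, where the list lay at 2.55 against 0.040 to 0.76 on the other PN1d arrays; without it the median was 0.41 (adjusted p = 0.00477). Ttr, the thyroid hormone carrier transthyretin, was higher by 2.38 (standard error 0.45, adjusted p = 0.000371). Of 13 immediate early and handling stress genes, 8 were higher at PN1d (9 over the list alone), with a median of 0.47 (adjusted p = 0.000298; adjusted p = 0.151 with an estimated correlation), and Pdk4, a brake on glucose oxidation, was higher by 1.75 (standard error 0.15, adjusted p = 1.62e-07). The lowest at PN1d included Vcam1, an adhesion molecule of vessels and stroma (-0.88 against E16d and 1.05 for PN7d vs PN1d), and Lum, a collagen-binding proteoglycan (-0.97 and 1.04).

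Lists that passed in neither comparison with E16d are given by median at PN1d and PN7d with adjusted p-values from camera. Stroma and matrix genes had -0.074 and 0.067 (adjusted p = 0.915 and 0.794). Macrophage and antigen presentation markers had 0.090 and 0.035 (adjusted p = 0.325 and 0.231). Inflammation and chemokine genes had 0.077 and 0.13 (adjusted p = 0.270 and 0.0594). Injury and dedifferentiation genes had 0.23 and 0.13 (adjusted p = 0.122 and 0.858). Apoptosis genes had -0.031 and -0.012 (adjusted p = 0.603 and 0.711). Lymphocyte markers had -0.039 and -0.084 (adjusted p = 0.711 and 0.858). Skeletal muscle markers had 0.078 and 0.060 (adjusted p = 0.794 and 0.928). Gonad markers had 0.18 and 0.23 (adjusted p = 0.145 and 0.471). Adrenal markers had 0.18 and 0.080 (adjusted p = 0.0594 and 0.616). Erythroid markers had -0.14 and -0.11 (adjusted p = 0.108 and 0.406). Within these lists single genes moved at PN7d: Cd74, the invariant chain of antigen presentation, by 1.33 (standard error 0.082, adjusted p = 6.38e-10), Cxcl16, a chemokine of tubules and macrophages, by 1.41 (standard error 0.063, adjusted p = 1.61e-11), and Foxd1, a transcription factor of the stroma, by -1.14 (standard error 0.096, adjusted p = 2.51e-08). Lists with under 3 measured genes, those of pancreas and gut and of the sex chromosomes, were not tested.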
